# A conserved graft formation process in Norway spruce and *Arabidopsis* identifies the PAT gene family as central regulators of wound healing

**DOI:** 10.1038/s41477-023-01568-w

**Published:** 2024-01-02

**Authors:** Ming Feng, Ai Zhang, Van Nguyen, Anchal Bisht, Curt Almqvist, Lieven De Veylder, Annelie Carlsbecker, Charles W. Melnyk

**Keywords:** Plant regeneration, Plant physiology

## Abstract

The widespread use of plant grafting enables eudicots and gymnosperms to join with closely related species and grow as one. Gymnosperms have dominated forests for over 200 million years, and despite their economic and ecological relevance, we know little about how they graft. Here we developed a micrografting method in conifers using young tissues that allowed efficient grafting with closely related species and between distantly related genera. Conifer graft junctions rapidly connected vasculature and differentially expressed thousands of genes including auxin and cell-wall-related genes. By comparing these genes to those induced during *Arabidopsis thaliana* graft formation, we found a common activation of cambium, cell division, phloem and xylem-related genes. A gene regulatory network analysis in Norway spruce (*Picea abies*) predicted that *PHYTOCHROME A SIGNAL TRANSDUCTION 1* (*PAT1*) acted as a core regulator of graft healing. This gene was strongly up-regulated during both spruce and *Arabidopsis* grafting, and *Arabidopsis* mutants lacking *PAT* genes failed to attach tissues or successfully graft. Complementing *Arabidopsis* PAT mutants with the spruce *PAT1* homolog rescued tissue attachment and enhanced callus formation. Together, our data show an ability for young tissues to graft with distantly related species and identifies the PAT gene family as conserved regulators of graft healing and tissue regeneration.

## Abstract (web summary)

Feng and Zhang et al. develop a micrografting technique for conifer trees allowing distant relatives to join. Grafting in conifers uses a similar process to that in eudicots, and by introducing a conifer graft regulator to *Arabidopsis*, grafting and regeneration are enhanced.

## Main

The cutting and joining of different plants during the process of grafting has been practiced for millennia to combine the best properties of two plants. Grafting likely originated as a means for vegetative propagation but now is commonly used to improve stress tolerance, to retain varietal characteristics and to enhance yields. The majority of commercially grafted plants are eudicots, but gymnosperms too are grafted to propagate desirable varieties for forestry breeding programs and for horticulture^1–4^. Gymnosperms evolved approximately 200 million years before angiosperms and, today, dominate many forest environments and have important economic and ecological consequences^4,5^. Despite their widespread prevalence and their ability to be grafted, we have little understanding of how such a process might function in gymnosperms and its relationship to grafting in angiosperms. In conifers, our ability to successfully graft is limited by various factors including grafting techniques, grafting season, pathogen contamination and the relatedness of species^6–8^. Closely related conifer or eudicot species from the same genus normally successfully graft, whereas combinations from different genera often fail, a phenomenon known as graft incompatibility that limits grafting success^9,10^. The mechanistic basis for graft incompatibility remains unclear but might be due to structural weakness, metabolic imbalances or the activation of defence responses^11–13^. However, not all distantly related grafts fail, and inter-genus grafts within the cactus and Solanaceae families are possible^12^. Recently, inter-family grafts were made using *Petunia hybrida* or *Nicotiana benthamiana* where a cell-wall-related *β-1,4-glucanase* gene is important to promote graft attachment^14,15^. Protocols to successfully graft monocots have recently been established using embryonic tissues which allow both inter- and intra-species grafts^16^. Grafting with such small tissues, a process known as micrografting, is increasingly being used as a tool to improve grafting efficiency and also to characterize the process of grafting itself^16–19^.

Work in tomato, *Sedum* and *Arabidopsis* has revealed a dynamic healing process at the eudicot graft junction^17,20,21^. After cutting, cells expand and divide to adhere tissues and fill the wound. Cell-wall components, including pectins, are secreted, and the expression of cell-wall-related genes such as *β-1,4-glucanase* plays an important role in the early stages of graft attachment^14,22^. Cell divisions lead to the formation of callus, a stem-cell-like tissue, at the cut ends that helps seal the wound. In the final stages of graft formation, the callus and surrounding tissues are differentiated to functional phloem tissues, xylem tissues and outer cell layers to resume vascular transport and reform protective barriers. During grafting, thousands of genes are differentially expressed including early activating transcription factors such as *ETHYLENE RESPONSE FACTORs* (*ERFs*), *DNA BINDING WITH ONE FINGER* (*DOF*) and *NAC DOMAIN-CONTAINING PROTEINs* (*ANACs*)^23,24^. These factors play important roles during grafting to promote tissue adhesion, callus formation and vascular differentiation^23–25^. For instance, a gene relevant for grafting, *ERF115*, also controls the replenishment of root stem cells after wounding and is important for successful root tip regeneration and callus formation^26,27^. The regenerative ability of *ERF115* is enhanced by its interacting partner *PHYTOCHROME A SIGNAL TRANSDUCTION1 (PAT1). PAT1*, along with two other *GIBBERELLIC-ACID INSENSITIVE, REPRESSOR OF GA1, and SCARECROW* (*GRAS*) transcription factors, *SCARECROW-LIKE5* (*SCL5*) and *SCL21*, are important for root tip regeneration and cell death recovery^26,28^. *ERF115* also plays an important role during wounding to enhance auxin sensitivity by activating *AUXIN RESPONSE FACTOR5* (*ARF5)*^29^. Auxin is important for graft formation as blocking auxin transport inhibits the ability of *Arabidopsis* and rice grafts to heal, whereas reducing auxin response below the graft junction inhibits *Arabidopsis* graft healing^16,17,30^. Other early activators during grafting include *WUSCHEL-RELATED HOMEOBOX13* (*WOX13*) and *WOUND INDUCED DEDIFFERENTIATION1 (WIND1)* that are important for callus formation at the site of cutting^31,32^. Thus, work in *Arabidopsis*, rice and *Nicotiana* has identified numerous factors that are activated early and contribute to attachment, callus formation and vascular differentiation during grafting.

In this Article, we investigated the process of graft formation in several widespread and commercially relevant conifer species. We developed an efficient and practical grafting method using young conifer plants that allowed graft junctions to rapidly heal and permitted several inter-species and inter-genus graft combinations to successfully form. We used this method to characterize graft healing and discovered a common graft formation pathway in Norway spruce (*Picea abies*) and *Arabidopsis* that involved cell division, vascular differentiation and the up-regulation of cell-wall- and auxin-related genes. We additionally identified that *PAT1* up-regulation is common in *Arabidopsis* and *Picea* *abies* grafting and that this gene appears to have a conserved role in wound healing between gymnosperms and eudicots.

## Results

### A new method for conifer grafting

Previous conifer grafting methods were limited by various factors including techniques, grafting season, temperature and contamination^3,6,7^. To improve graft formation rates and the ease of grafting, we developed a micrografting method using 10- to 12-day-old spruce (*Picea*) and pine (*Pinus*) seedlings. Plants were excised in the hypocotyl region, and scions and rootstocks from different plants were attached tightly together using a silicon collar (Fig. 1a,b). With practice, one person could perform 50 grafts per hour with >90% success rates (Table 1), a substantial improvement over traditional conifer grafting methods in which upwards of 120 grafts per day are done^7^. To monitor the dynamics of graft healing, we grafted *Picea* *abies* to *Picea* *abies*, and *Pinus contorta* (Lodgepole pine) to *Pinus contorta*, and treated the scion and rootstock with carboxyfluorescein diacetate (CFDA), a dye used for testing vascular connectivity in grafted *Arabidopsis* and rice^16,17^. Ten days after grafting (DAG), we observed that nearly half of plants transported CFDA from the scion to the rootstock, consistent with resumption of shoot-to-root transport through the phloem (Fig. 1c,d). Similarly, nearly half of plants at 10 DAG showed movement of CFDA from rootstock to the scion consistent with resumption of root-to-shoot transport through the xylem (Fig. 1c,d). By 20–25 DAG, nearly all individuals showed transport dynamics consistent with phloem and xylem connectivity. As a second test of vascular reconnection, we stained hand sections from the graft junction with basic fuchsin to assess the presence of xylem-associated lignin. Successful grafts showed xylem connections across the junction, whereas unconnected plants showed little xylem staining and only callus formation at the junction (Fig. 1e and Extended Data Fig. 1). Two months after grafting, the grafted spruce and pine showed normal growth, well-healed junctions and survival rates of 90–100% (Fig. 1b and Supplementary Table 1). Thus, our technique was an efficient and practical method for grafting young conifers that allowed the graft junction to rapidly form xylem and phloem connections after grafting.

**Fig. 1:**
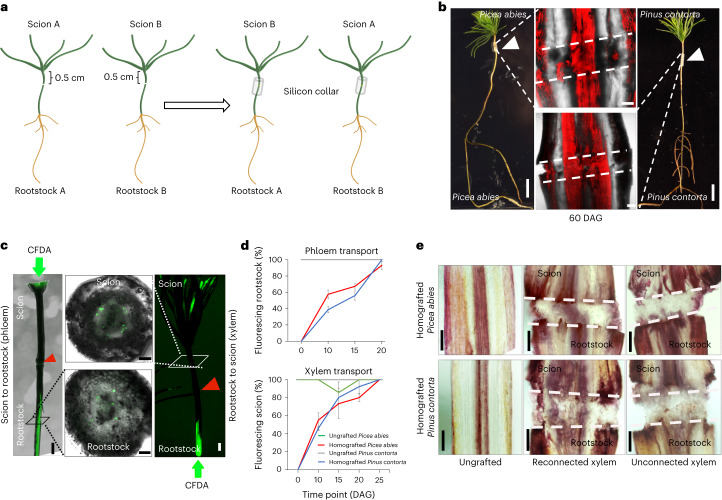
Micrografting dynamics in conifers. **a**, Cartoons showing the micrografting method used in conifers. Ten- to 12-day-old scions and rootstocks from different plants are grafted with silicon collars. **b**, Homografted *Picea* *abies* (left, *n* = 48) and *Pinus contorta* (right, *n* = 40) at 60 DAG. Scale bars, 1 cm. White triangles indicate the graft junction. Middle panels: confocal images of the vascular anatomy at the graft junction. Three to four plants per combination per replicate, two biological replicates. Scale bars, 100 µm. **c**, Phloem and xylem transport assays in conifers involving CFDA application to the scion (phloem) and rootstock (xylem) monitored the appearance of fluorescence in rootstock or scion, respectively, consistent with phloem or xylem transport. Scale bars, 1 mm. Hand-section stems above or below the graft junction confirmed vascular transport 15 DAG. Scale bars, 100 µm. *n* = 11 plants per replicate, 3 biological replicates. **d**, Phloem and xylem reconnection rates in *Picea* *abies* and *Pinus contorta* grafts as measured by CFDA transport (mean ± s.d. of 3 biological replicates, *n* = 8–21 plants per time point per replicate). **e**, Xylem staining with basic fuchsin in grafted *Picea* *abies* and *Pinus contorta*. Plants were from **d**, and grafting success was measured by the presence or absence of CFDA in scions at 15 DAG. *n* = 3–4 plants per combination per replicate, 3 biological replicates. Scale bars, 20 µm. Source data

**Table 1:** Graft success rate in different conifer combinations after 2.5 years of growth

Scions	*Picea abies*		*Pinus sylvestris*		*Pinus contorta*		*Larix* hybrid		*Larix sibirica*	
Rootstocks	Ratio	%	Ratio	%	Ratio	%	Ratio	%	Ratio	%
*Picea abies*	45/48	93.8	11/56	19.6	17/55	30.9	NP		3/9	33.3
*Pinus sylvestris*	2/56	3.6	73/73	100	37/38	97.4	0/10	0	0/29	0
*Pinus contorta*	1/55	1.8	36/40	90	40/40	100	NP		NP	
*Larix* hybrid	NP		0/8	0	NP		7/8	87.5	3/6	50
*Larix sibirica*	1/6	16.7	0/15	0	NP		5/8	62.5	7/9	77.8

Note: NP, not performed.

Source data

### Micrografting allows heterograft success

Previous studies found that grafting success decreases and incompatibility increases as conifer species become more distantly related, and inter-genus grafts are generally not possible^3,9,33^. We therefore tested whether our micrografting method overcame this limitation. As the Pinaceae family shows the closest relatedness between *Picea* and *Pinus* (Fig. 2a)^34^, we first tested inter-genus grafting between *Picea* and *Pinus* species. Two months after grafting, species grafted to themselves (homografts) or different species (heterografts) had high survival rates varying between 70% and 100% depending on the genotype (Supplementary Table 1). We assessed xylem connectivity in *Pinus contorta*/*Picea abies* heterografts (scion/rootstock notation) and found xylem connectivity was similar to homografted plants (Fig. 2b). Incompatibility in woody species can develop several years after grafting^33^, so we moved plants to soil for long-term observation. Survival rates of homografted plants remained high 2.5 years after grafting (90% to 100%), but heterografted *Picea*–*Pinus* combinations showed lower survival rates (Table 1). *Picea abies* scions grafted to *Pinus sylvestris* (Scots pine) and *Picea* *abies* scions grafted to *Pinus contorta* rootstocks had very low survival rates (3.6% and 1.8% viable, respectively). However, survival rates were substantially higher when *Picea* *abies* rootstocks were grafted to *Pinus sylvestris* or *Pinus contorta* scions (19.6% and 30.1% viable, respectively) (Table 1). Successful grafts showed good growth, although some heterografted combinations were shorter and showed swelling at the graft junction. Heterografted plants without swelling had similar heights to intact plants (Fig. 2c–f and Supplementary Table 2). *Picea* *abies* rootstocks also appeared to reduce the needle length of the *Pinus* scions (Fig. 2c,e). Next, we tested two species from the Pinaceae genus *Larix* in heterografts (Extended Data Fig. 2). *Larix sibirica*/*Pinus sylvestris* combinations did not survive, whereas *Larix sibirica*/*Picea* *abies* had three of nine plants grow well and appear to overcome graft incompatibility but with swelling at the graft junction (Table 1 and Extended Data Fig. 2). One of six *Picea* *abies*/*Larix sibirica* survived, but it showed poor growth (Table 1 and Extended Data Fig. 2). Our results suggested that micrografting allowed several inter-species and inter-genus grafts to successfully form and that *Picea* *abies* rootstocks enabled long-term grafting success with divergent scions.

**Fig. 2:**
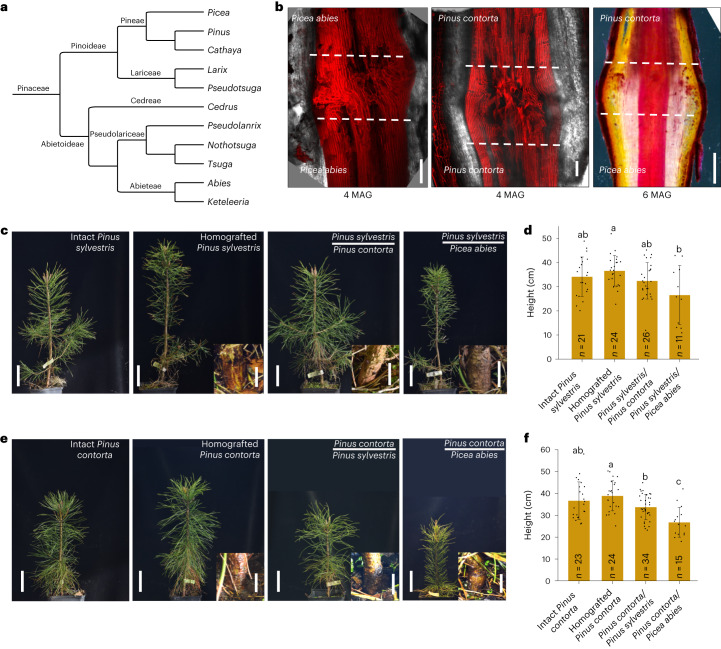
Micrografting enables inter-genus grafting. **a**, Phylogenetic tree showing the intergeneric relationships of Pinaceae based on published data^34^. **b**, Junction anatomy of homografted or heterografted *Pinus contorta* and *Picea abies* 4 or 6 months after grafting (MAG). Scale bars, 100 µm for images at 4 MAG, 1 mm for image at 6 MAG. *n* = 3 plants per combination per replicate, 2 biological replicates. **c**,**e**, Representative images of homografted or heterografted *Pinus sylvestris*, *Pinus contorta* and *Picea abies* 2.5 years after grafting. Intact (non-grafted) *Pinus sylvestris* and *Pinus contorta* were used as controls. *Pinus sylvestris* was used as scions in (**c**), and *Pinus contorta* was used as scions in (**e**). Scale bars, 10 cm. Inserts show the graft junctions. Scale bars, 1 cm. **d**,**f**, Height of 2.5-year-old intact and grafted *Pinus sylvestris*, *Pinus contorta* and *Picea abies* (mean ± s.d., *n* = 11–34 plants per combination). *Pinus* *sylvestris* was used as scions in (**d**), and *Pinus contorta* was used as scions in (**f**). Different letters above the bars represent *P* < 0.05. One-way ANOVA, with Tukey’s post hoc test. *P* values are shown in source data. Source data

### Grafting activates vascular and cell-division-associated genes

To understand the process behind conifer grafting and to identify the genes differentially expressed, we generated RNA sequencing (RNA-seq) libraries from both ungrafted (intact) and grafted *Picea abies* above and below the graft junction at 0, 1, 3, 7, 14 and 28 DAG (Fig. 3a). 

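The libraries fell into 16 groups with 3 biological replicates each: intact plants at the 6 time points, and scion and rootstock at 1, 3, 7, 14 and 28 DAG. Each of the 48 libraries pooled 5 plants, from about 1 mm of tissue on one side of the junction or 2 mm of intact hypocotyl. The authors removed ribosomal reads, trimmed the rest, aligned them with STAR to the *Picea abies* genome and counted reads per gene with HTSeq. The values used here are these unscaled whole-number counts for 70736 gene models, 15492 of them without a count in any library. No annotation of gene positions was held, so genes are named by their identifiers. Library totals ran from 11511598 to 27687377 counted reads, with medians of 17241821 in intact plants, 18670129 in scions and 19276336 in rootstocks. The filter for low counts of edgeR kept 38436 genes. All 48 libraries entered 1 quasi-likelihood fit with TMM (trimmed mean of M values) scaling. A gene is called higher or lower where its Benjamini–Hochberg adjusted *p* lies under 0.05 and its log2 fold change is above 1 or below −1. Scion and rootstock were each compared with intact plants of the same day, intact plants with day 0, and scion directly with rootstock. Standard errors (SE) of a log2 fold change are its absolute value divided by the square root of the *F* statistic. As *F* comes from a likelihood ratio, this SE can be too small where a group has few reads. Normalized reads are counts divided by DESeq2 size factors, given as mean ± SD of 3 libraries.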

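Distances between libraries were measured over the 500 most variable genes after the variance-stabilizing transformation of DESeq2. At 1 DAG, scion and rootstock libraries lay 30.7 apart on average, scion and intact libraries 82.5, and rootstock and intact libraries 94.8. By 28 DAG these means were 22.7, 46.5 and 49.2. Replicates of a group lay 12.7 apart at 1 DAG and 20.9 at 28 DAG. On each day, the most distant scion–rootstock pair was closer than the nearest grafted–intact pair, with the smallest gap at 28 DAG (36.0 against 39.7). Changes from intact plants were also shared. Across genes, which are not independent replicates, log2 fold changes of scion and rootstock had a Pearson correlation of 0.866 at 1 DAG, 0.734 at 7 DAG and 0.895 at 28 DAG. Both changes are measured from the same intact libraries, which alone gave 0.487 to 0.604 in simulated groups without a graft response or paired replicates. Measured from separate intact libraries, a check added after these values were seen, the means of 6 divisions were 0.823 at 1 DAG, 0.588 at 7 DAG and 0.762 at 28 DAG. With no replicate number shared between the tissues either, they were 0.801, 0.554 and 0.677 over 36 divisions. At 1 DAG, 81.9% of the genes called in scion were called in rootstock with the same sign (7140 genes), against 40.0% at 7 DAG (2767 genes). As a share of rootstock calls the same genes were 61.3% and 62.7%, so the fall depends on which calls are the base. Opposite calls were most frequent at 3 DAG, with 190 genes.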

A principal component analysis (PCA) showed samples largely clustered by tissues type and time point with a close correlation between scion and rootstock samples (Fig. 3b). Intact and grafted samples had similar numbers of expressed genes, yet there was an increase in differential expression in grafted samples particularly at 1 DAG and 3 DAG compared to intact controls (Extended Data Fig. 3a–d and Supplementary Table 3). 

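At a threshold of 1 CPM (counts per library scaled to a common total), 30536 ± 825 genes (mean ± SD) were expressed in the 30 grafted libraries and 29646 ± 539 in the 15 intact libraries of the same days. The difference of 891 genes had a *p* of 1e-05 in a permutation of labels within days, the smallest value that 100000 permutations can give. With scion and rootstock libraries of one replicate number averaged, a check added after their pairing was seen, *p* was 6.25e-07, the smallest that its 3200000 exchanges can give. A threshold of 10 reads moved this most, to 1484 genes, and with libraries thinned to one total the same threshold gave 854, so the larger value goes with depth. None of these counts allows for library composition. The 10 most abundant genes took 6.76% to 9.7% of intact counts, 4.27% to 5.54% in scion and 4.78% to 9.35% in rootstock. How much of the difference composition gives was not tested. Rootstock at 1 DAG was the exception to the direction, with 28901 ± 180 genes against 29073 ± 182 in intact plants.

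In scion, 4378 genes were called higher and 4339 lower than in intact plants at 1 DAG, 3773 and 2906 at 3 DAG, 4132 and 2779 at 7 DAG, 4234 and 2870 at 14 DAG, and 3021 and 1132 at 28 DAG. In rootstock the numbers were 5294 and 6350, 3676 and 3886, 2901 and 1510, 3578 and 1835, and 2796 and 755. Scion and rootstock together gave 20361 calls at 1 DAG, 14241 at 3 DAG, 11322 at 7 DAG, 12517 at 14 DAG and 7704 at 28 DAG. Scion alone had fewer calls at 3 DAG (6679) than at 7 DAG (6911) or 14 DAG (7104). Intact plants differed little from day 0 after 1 day, with 57 genes higher and 26 lower. That small count rests on single libraries: without replicate 2 of day 0 it was 13 and 11, and DESeq2 gave 41 and 10. By 28 days intact plants had 3794 genes higher and 3097 lower than at day 0. The split between higher and lower depends on scaling: by library size alone scion had 5424 and 3294 at 1 DAG, 4749 and 2232 at 3 DAG, 5152 and 2171 at 7 DAG, and 5399 and 2169 at 14 DAG, and intact plants 4828 and 2493 at 28 days. As a ratio, the count of a grafting comparison that moved most was genes higher in rootstock at 28 DAG, to 1812 when only the groups compared were fitted.

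**Figure D1:**
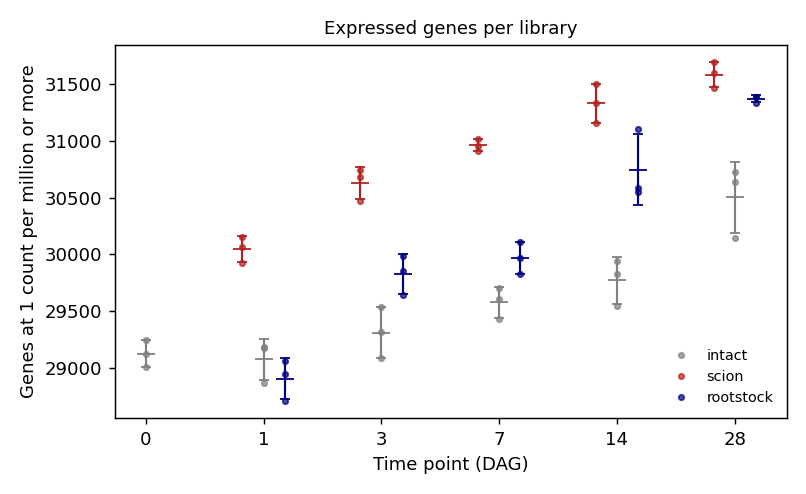
Number of genes at 1 CPM or more (vertical axis) against DAG (horizontal axis) for intact plants, scion and rootstock; points are libraries, larger marks the mean of 3 and lines the SD. Intact plants rise from 29123 genes at day 0 to 30502 at 28 DAG, scion from 30045 to 31585.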

To analyse common patterns of gene expression in grafted tissues, we used Mfuzz (version 3.15) to group differentially expressed genes (DEGs) into 12 clusters (Fig. 3c–e and Extended Data Fig. 3e,f). These included genes showing both scion and rootstock up-regulation (clusters 5, 6, 7, 11, 12), scion-specific up-regulation (cluster 10), rootstock-specific up-regulation (clusters 1, 2, 9) and down-regulation in scion and rootstock (clusters 3, 4, 8). 

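The 19003 genes called in at least 1 of the 10 grafted–intact comparisons were grouped by fuzzy c-means into 12 clusters, with a fuzzifier of 1.254. Cluster numbers are arbitrary, and other random starts changed the grouping (adjusted Rand index 0.637 to 1 over 10 starts), so clusters are told apart here by content. The cluster with the largest share of genes called higher in rootstock (93.5% of 2274 genes, 68.6% in scion) was highest at 1 DAG in both tissues. A cluster of 1108 genes had 85.3% called higher in scion on at least 1 day, against 45.4% higher and 45.3% lower in rootstock. Down-regulation dominated a cluster of 1801 genes in scion (95.0% called lower) and one of 1432 genes in rootstock (94.1%). Counted by gene, 7145 were called higher in both tissues, 2155 in scion and not in rootstock on any day, 2006 in rootstock and not in scion, and 5256 were called lower in both.

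A call in one tissue alone does not show that the tissues differ, so scion and rootstock were compared directly. Of 680 genes called higher in scion and not called in rootstock at 1 DAG, 272 were higher in scion than in rootstock, and of 2017 such genes at 7 DAG, 1094 were. At 28 DAG it was 2 of 803. For genes called higher in rootstock alone, 495 of 1650 were higher in rootstock than in scion at 1 DAG, 262 of 822 at 7 DAG and 5 of 578 at 28 DAG.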

A Gene Ontology (GO) analysis on the clusters revealed enrichment of wounding and defence-related processes in cluster 2, enrichment of cell-cycle-related processes in cluster 5 and enrichment in cell-wall- and xylem-related processes in cluster 10 (Supplementary Table 4). Within these clusters, we searched for homologs of previously described grafting-related genes^23,31,35^ to better understand how conifers graft. 

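*PaWOX13-like* (MA_116716g0010) had 14.1 ± 1.97 normalized reads in intact plants at 1 DAG, 139.7 ± 18.0 in scion and 222 ± 39.6 in rootstock. Its log2 fold change from intact plants was 3.30 in scion (SE 0.24, adjusted *p* = 3.4e-15) and 3.95 in rootstock (SE 0.24, adjusted *p* = 3.2e-18). All 3 grafted libraries lay above all 3 intact libraries in both tissues from 1 to 14 DAG, and chance gives a complete separation, in either direction, in 1 of 10 splits for each tissue and day. The rise then faded to 2.27 in scion (SE 0.24) and 1.92 in rootstock (SE 0.25) at 14 DAG. At 28 DAG it was 0.97 in scion (SE 0.23, adjusted *p* = 0.001), just under the threshold, and 0.46 in rootstock (SE 0.24, adjusted *p* = 0.17). Without replicate 1 of intact plants the 28 DAG value in scion was 1.19, which is called. Intact plants rose by themselves, by 1.52 at 28 DAG from day 0 (SE 0.32, adjusted *p* = 1.3e-04). Scion and rootstock differed by −0.66 at 1 DAG (SE 0.18, adjusted *p* = 0.0042), under the threshold for a call. The gene fell in a cluster of 2040 genes with its highest mean at 1 DAG in both tissues.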

Cluster 6 contained early activating genes in the scion and rootstock including a wounding-related *PaWOX13-like* gene^31^(Fig. 3d,g). 

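*PaWIND1-like* (MA_98464g0010, annotated as RAP2-13-like in the supplement) rose in scion at 1 DAG to 279.9 ± 57.0 normalized reads, from 7.25 ± 4.12 in intact plants (log2 fold change 5.31, SE 0.64, adjusted *p* = 1.5e-08). It was still called at 14 DAG (4.43, SE 0.85, adjusted *p* = 5.5e-05) and was back at the intact level at 28 DAG (0.09, SE 0.75, adjusted *p* = 0.95). Rootstock had 120.8 ± 49.6 normalized reads at 1 DAG, a log2 fold change of 4.08 (SE 0.68, adjusted *p* = 3.3e-06) that was called whichever library was left out. All 3 rootstock libraries lay above all 3 intact libraries there. At 3 DAG rootstock was called at 1.97 (SE 0.68, adjusted *p* = 0.017), and not without replicate 3 of intact plants (1.56) or replicate 2 of rootstock (1.76). At 14 DAG it was 2.85 (SE 1.01, adjusted *p* = 0.024), and not called without replicate 2 (2.22) or 3 (2.82) of intact plants or replicate 2 of rootstock (2.14). Compared directly, scion exceeded rootstock by 1.23 at 1 DAG (SE 0.44, adjusted *p* = 0.039), a call that DESeq2 did not make (adjusted *p* = 0.2). It was also lost without the low-count filter (adjusted *p* = 0.052) and without replicate 2 (1.25) or 3 (1.07) of scion or replicate 1 (1.38) or 3 (0.92) of rootstock. The excess was 2.80 at 3 DAG (SE 0.48, adjusted *p* = 2.2e-05) and 3.57 at 7 DAG (SE 0.58, adjusted *p* = 1e-05). *PaWIND1-like* and *PaWOX13-like* shared a cluster under every setting and random start. Intact plants had 6 counted reads of *PaWIND1-like* at 7 DAG and 9 at 14 DAG, over 3 libraries, so folds on those days rest on few reads.

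**Figure D2:**
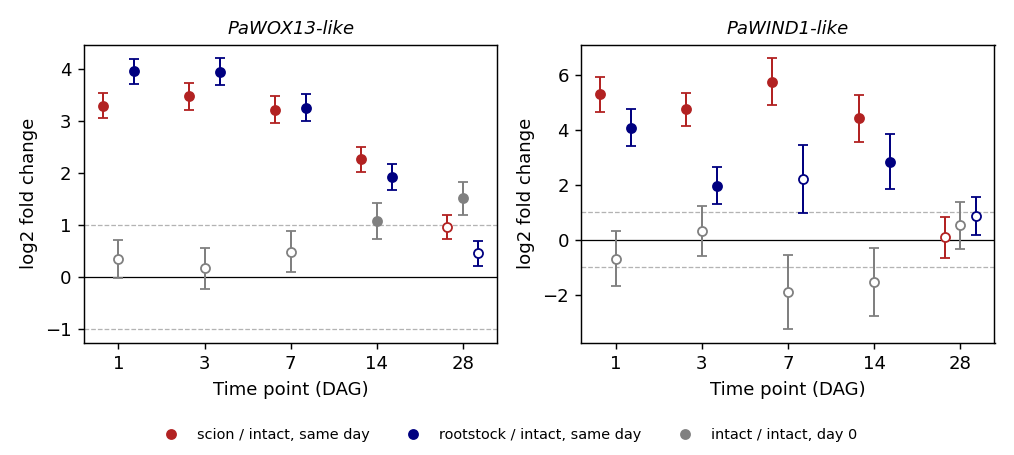
Log2 fold change ± SE (vertical axis) against DAG (horizontal axis) of *PaWOX13-like* and *PaWIND1-like*, for scion and rootstock against intact plants of the same day and intact plants against day 0, with 3 libraries per group. Filled points are called and dashed lines mark the threshold; *PaWIND1-like* in rootstock is called at 1, 3 and 14 DAG.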

Cluster 10 contained early activating scion-specific genes including a wounding-related *PaWIND1-like* gene (Extended Data Fig. 3e). Cluster 5 contained genes that slightly later increased in both rootstock and scion including cell-cycle-related genes such as *PaCDKB2;2-like* (Fig. 3c,f) (Supplementary Table 4). 

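At 1 DAG *PaCDKB2;2-like* (MA_920994g0010) fell, from 607 ± 45.6 normalized reads in intact plants to 328 ± 25.4 in scion and 250.3 ± 7.53 in rootstock. The log2 fold change was −0.91 in scion (SE 0.12, adjusted *p* = 1.7e-08) and −1.31 in rootstock (SE 0.12, adjusted *p* = 1.7e-12). By 3 DAG it lay above intact plants in both tissues, by 0.64 (SE 0.11, adjusted *p* = 1e-05) and 0.61 (SE 0.11, adjusted *p* = 2.5e-05), in all 3 libraries of each. Calls began at 7 DAG, at 1.18 in scion (SE 0.12, adjusted *p* = 7.3e-11) and 1.03 in rootstock (SE 0.12, adjusted *p* = 5.1e-09). The rootstock call lies at the threshold: it was lost without replicate 3 of intact plants (0.89) or of rootstock (0.99), with library size scaling (0.9993) and after thinning (0.9982). The largest rise was at 14 DAG, 1.58 in scion (SE 0.12, adjusted *p* = 3.9e-14) and 1.54 in rootstock (SE 0.12, adjusted *p* = 2.1e-13). Part of the difference is a fall in the reference: intact plants had 887 ± 71.7 normalized reads at day 0 and 338 ± 51.5 at 14 DAG. Scion and rootstock did not differ by a called amount on any day. The values are those of the gene model listed under this name in the supplement, which are also the means in the source data of Fig. 3f.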

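*PaAPL-like* (MA_201937g0010) was first called in scion at 3 DAG, with 137 ± 19.8 normalized reads against 58.9 ± 12.8 in intact plants. Its log2 fold change was 1.28 (SE 0.18, adjusted *p* = 2.1e-07), and it stayed between 1.21 and 1.37 to 28 DAG. In rootstock it was −0.22 at 3 DAG (SE 0.20, adjusted *p* = 0.39), 0.92 at 14 DAG (SE 0.19, adjusted *p* = 9.4e-05) and 0.95 at 28 DAG (SE 0.18, adjusted *p* = 7e-05). These late values are just under the threshold and were called without replicate 2 of intact plants (1.06 and 1.05). *PaPRX66-like* (MA_10431507g0020) fell at 1 DAG in both tissues, by −2.09 in scion (SE 0.30, adjusted *p* = 2.8e-07) and −3.72 in rootstock (SE 0.34, adjusted *p* = 1.5e-11). It was called higher from 3 DAG in scion (2.04, SE 0.28, adjusted *p* = 3.3e-07) and from 7 DAG in rootstock (1.42, SE 0.34, adjusted *p* = 0.0013). The largest difference was at 14 DAG, with 558 ± 83.0 normalized reads in scion, 356 ± 62.7 in rootstock and 25.9 ± 11.1 in intact plants, which had fallen from 524 ± 46.2 at day 0. *PaVND4-like* (MA_6777g0010) was called lower in rootstock at 1 DAG (−2.81, SE 0.19, adjusted *p* = 3e-16) and 3 DAG (−2.99, SE 0.20, adjusted *p* = 3.8e-16). In scion at 1 DAG it had −0.997, just short of a call, and was called lower with a stricter low-count filter (−1.003) or without replicate 1 of scion (−1.18). It was not called higher than intact plants of the same day in either tissue, with its largest value in scion at 3 DAG (0.96, SE 0.15, adjusted *p* = 8.6e-07). Without replicate 2 of intact plants that value was 1.02 and scaling by library size alone gave 1.11, both called. In normalized reads it rose with time in scion, from 83.5 ± 22.6 at 1 DAG to 656 ± 40.9 at 28 DAG, and in intact plants, from 172 ± 25.1 at day 0 to 481 ± 74.1.

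**Figure D3:**
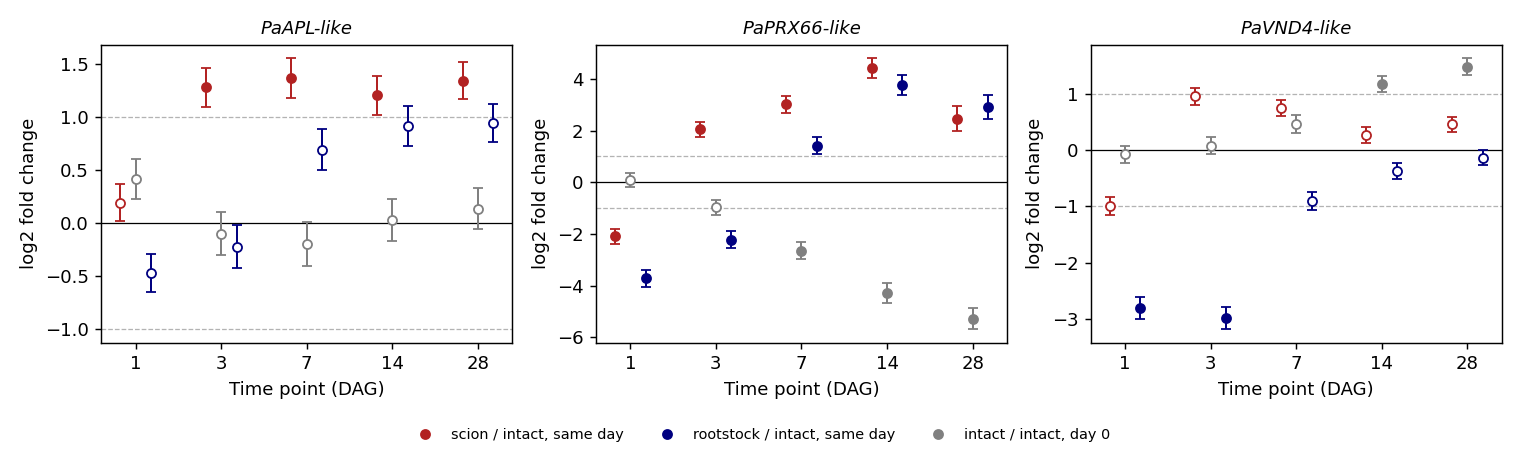
Log2 fold change ± SE (vertical axis) against DAG (horizontal axis) of *PaAPL-like*, *PaPRX66-like* and *PaVND4-like*, for scion and rootstock against intact plants of the same day and intact plants against day 0, with 3 libraries per group. Filled points are called and dashed lines mark the threshold; no filled scion or rootstock point of *PaVND4-like* lies above it.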

A phloem-related *PaAPL-like*, xylem-related *PaPRX66-like* and *PaVND4-like* genes had intermediate and late activation dynamics (Fig. 3e,h and Extended Data Fig. 3g,h). To compare gene expression profiles in grafted conifers and eudicots, we analysed the grafting transcriptomics dataset from *Arabidopsis*^23^ and found the expression of several *Picea abies* gene homologs had similar expression patterns in *Arabidopsis* (Fig. 3f–h, Extended Data Fig. 3e,g,h). Thus, there appeared to be consistent activation of homologous genes during *Arabidopsis* and *Picea abies* grafting suggesting a conserved grafting process involving wound response, followed by cell division, and phloem and xylem differentiation.

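Only the *Picea abies* part was analysed here. In scion, the first day on which each gene was called higher than intact plants was 1 DAG for *PaWOX13-like* and *PaWIND1-like*, 3 DAG for *PaAPL-like* and *PaPRX66-like*, and 7 DAG for *PaCDKB2;2-like*. Rootstock gave 1 DAG for both wounding-related genes and 7 DAG for *PaCDKB2;2-like*, a call at the threshold that several settings lose, and *PaPRX66-like*. First days depend on the threshold for *PaCDKB2;2-like*, whose rise at 3 DAG has small adjusted *p* values and a fold change under 2. In scion *PaCDKB2;2-like*, *PaAPL-like* and *PaPRX66-like* all first rose above intact plants with an adjusted *p* under 0.05 at 3 DAG, and no time point lies between 1 and 3 DAG. By the same measure rootstock gave 3 DAG for *PaCDKB2;2-like*, and 7 DAG for *PaAPL-like* and *PaPRX66-like*. From the similar expression of homologues in the 2 species, the paper proposes a conserved process that starts with the wound response and goes on to cell division and then to phloem and xylem.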

**Fig. 3:**
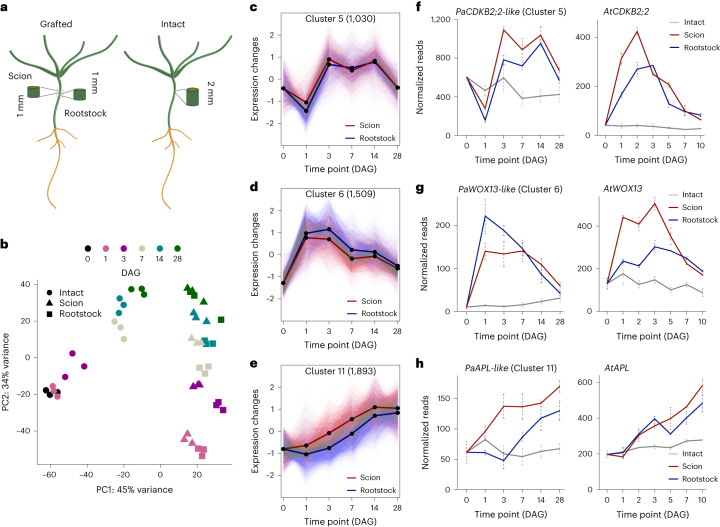
Transcriptome dynamics during *Picea abies* graft healing. **a**, Schematic diagram showing where *Picea abies* tissues 1 mm above or 1 mm below the graft junction were collected as scion and rootstock material, respectively, for transcriptome analysis. TF, transcription factor. **b**, PCA of the gene expression data from *Picea abies* graft healing transcriptomes. The two principal components (PC1 and PC2) explained 79% of the total variation in the grafting transcriptomes and showed correlations with graft healing along PC1 and with time along PC2. Colours indicate the different DAG; shapes indicate different tissues. Shown are data from three biological replicates per tissue per time point. **c**–**e**, Clustering analysis of transcriptional dynamics during graft healing for clusters 5 (**c**), 6 (**d**) and 11 (**e**). Lines indicate the average of DEGs in scion or rootstock. Dots indicate DAG. The number in the brackets represents the number of genes in the cluster. **f**–**h**, Expression profiles for select *Picea abies* genes belonging to clusters 5 (**f**), 6 (**g**) and 11 (**h**). Cluster number is indicated, and the mean (±s.d.) from three biological replicates per time points per tissue is shown. *Arabidopsis* homolog expression data are plotted and taken from previously published transcriptome data^23^ with a mean (±s.e.m.) from 2 biological replicates per tissue per time point. Source data

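In the same transformed counts, PC1 held 45.4% of the variance of the 500 genes and PC2 33.8%. With all genes that passed the filter the shares were 30.6% and 27.7%. Grafted libraries had a higher PC1 score than intact libraries in 90 of 90 pairs of the same day. The 6 relations of 2 components with day in 3 tissues (15 libraries each, 1 to 28 DAG) were tested by permutation, and *p* adjusted over the 6. PC2 rose with day in intact plants (Pearson *r* = 0.879, Spearman rho = 0.982, adjusted permutation *p* = 0.00012), scion (0.864, 0.982, 0.00024) and rootstock (0.922, 0.982, 6e-05). Without the 2 libraries farthest from the median day, these *r* values were 0.858, 0.863 and 0.925. PC1 also rose with day in intact plants (*r* = 0.837, rho = 0.938, adjusted permutation *p* = 0.00024, 0.834 without the 2 farthest), from a mean score of −61.6 at day 0 to −10.7 at 28 DAG. The relation was not called in scion (*r* = 0.402, rho = 0.519, adjusted permutation *p* = 0.17 for *r* and 0.061 for rho, *r* = 0.298 without the 2 farthest) or rootstock (*r* = −0.0371, rho = 0.0327, permutation *p* = 0.89, −0.229 without the 2 farthest). What the axes carry depends on the choice of 500 genes: between grafted and intact libraries lay 82.8% of PC1 and 4.78% of PC2, and with all filtered genes 38.9% and 49.0%.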

### Auxin responses increase and correlate with cell-wall-related gene expression

Auxin and cytokinin play important roles during vascular formation^36,37^. We explored whether they were relevant for *Picea abies* graft formation. Auxin and cytokinin-responsive genes in the hypocotyl are not well described in *Picea*, so we first treated 2-week-old seedlings with a synthetic cytokinin 6-benzylaminopurine (BAP), auxin (indole-3-acetic acid (IAA)) or BAP + IAA for 0 day, 5 days, 10 days and 15 days (Fig. 4a). We collected 8–10 mm of treated *Picea abies* hypocotyl tissues and used these for RNA-seq analyses. A PCA grouped samples together largely based on hormone treatment rather than time point (Extended Data Fig. 4a). Looking at the individual time points, we found several thousand genes were auxin responsive or responded to both hormones, while a slightly lower number responded to cytokinin (Fig. 4b–d, Extended Data Fig. 4b and Supplementary Table 5). To focus on genes specifically induced by auxin or cytokinin, we looked for genes induced at all three time points but induced only by the presence of cytokinin or auxin alone. We found auxin induced 2,598 genes and repressed 2,013 genes, which we defined as auxin-responsive genes. Cytokinin induced 710 genes and repressed 978 genes, which we defined as cytokinin-responsive genes (Fig. 4c,d). In grafted scions and rootstocks, the average expression of these hormone-responsive genes was similar (Extended Data Fig. 4c,d), but when comparing genes differentially expressed by grafting and hormone treatment, we saw an enrichment in auxin-induced genes up-regulated in scions and rootstocks, and an enrichment in auxin-repressed genes down-regulated in scions and rootstocks, from 3 DAG onwards (Fig. 4e). Cytokinin-induced genes showed little enrichment in the scion or rootstock but cytokinin-repressed genes showed enrichment at later time points particularly in the rootstock (Fig. 4f).

**Fig. 4:**
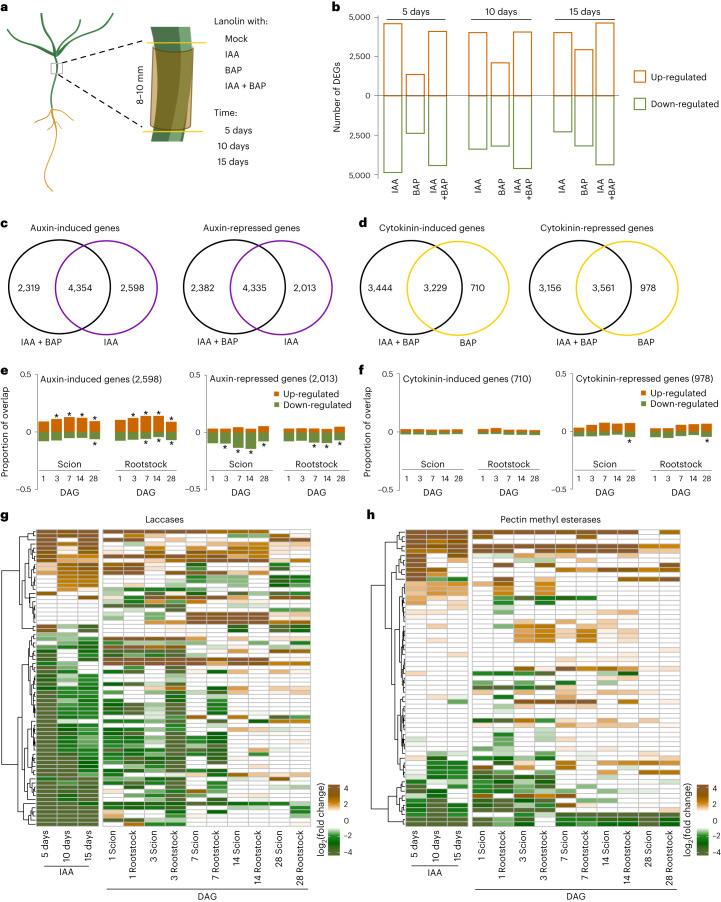
*Picea abies* grafting activates auxin-responsive and cell-wall-related gene expression. **a**, Schematic diagram showing the regions collected for the hormone transcriptomes in *Picea abies*. About 50 mM auxin (IAA), 135 µM cytokinin (BAP) or auxin plus cytokinin (IAA + BAP) was applied, and tissues were collected 0 day, 5 days, 10 days and 15 days after treatment. **b**, The distribution of DEGs responding to hormone treatments. **c**,**d**, Venn diagrams showing the auxin-responsive genes (**c**) and cytokinin-responsive genes (**d**) differentially expressed by all three time points in the various treatments. **e**,**f**, An overlap analysis presented as a ratio of 1.0 for genes differentially expressed in response to hormones (auxin (**e**) and cytokinin (**f**)) and genes differentially expressed during *Picea abies* grafting (Extended Data Fig. 3c). Asterisks indicate statistically significant overlap between hormone response and graft healing. Significance was calculated by a Fisher test (one sided) with FDR adjustment. *P < 0.05. *P* values are shown in source data. **g**,**h**, Heat map showing the fold changes of putative laccase genes (**g**) and putative pectin methyl esterases (PMEs) (**h**) in graft healing and auxin datasets. Source data

Auxin response and cell wall modifications are important for successful graft formation^14,24,38^ so we assessed whether auxin might affect cell-wall-related gene expression. 

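Only the grafting libraries were analysed here, and the 4 gene lists are those of the supplement. Of 61 laccases tested, 61 were called in at least 1 of the 10 grafted–intact comparisons, of 54 PMEs 53, of 22 glucanases 22 and of 37 lyases 37. Adjusting over each list alone gave the same counts. Other genes were called at 49.4% (Fisher test across genes, adjusted *p* = 1e-18, 2.8e-15, 1.9e-07 and 5.9e-12). The genes of a list are not independent replicates, and the study drew attention to these lists from the same libraries, so the tests are not independent evidence. Calls went both ways: 29 laccases were called higher and 47 lower on at least 1 day, against 34 and 30 PMEs, 20 and 11 glucanases, and 34 and 16 lyases.

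Direction differed by day. Median log2 fold changes of laccases at 1 DAG were −0.77 in scion and −0.78 in rootstock, a fall that the competitive test camera did not call (adjusted *p* = 0.23 and 0.13) and the self-contained test fry did (0.012 and 2e-04). At 14 DAG the rootstock laccases had a median of −0.60 and a mean of 0.29, with 13 genes called higher and 3 lower. PMEs in rootstock had a median of −1.24 at 1 DAG (camera adjusted *p* = 0.0019, fry 7.3e-14) and 0.78 at 14 DAG (2.6e-05, 2.4e-12). In rootstock at 1 DAG glucanases fell as well, with a median of −0.95 (camera 0.00078, fry 8.7e-14; 1 called higher, 10 lower). Lyases had a median of −0.69 there that fry called (7e-07; 5 higher, 13 lower) and camera did not (0.066, and 0.38 with estimated correlation). Glucanases reached 1.74 in scion at 7 DAG (camera 4.7e-10, fry 2.7e-16) and lyases 2.17 at 14 DAG (2.2e-11, 1.2e-15). With genes that had no counts in a group set at their bound, the last median was 1.56. When camera estimated the correlation within each list, the glucanase and lyase calls held (0.00098 and 0.0017), as did PMEs at 14 DAG (0.015), and PMEs and glucanases in rootstock at 1 DAG did not (0.058 each).

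*PaLAC1-like* (MA_75861g0010) had 6.61 at 1 DAG in scion (SE 0.66, adjusted *p* = 2.8e-10) and 8.21 in rootstock (SE 0.65, adjusted *p* = 6.2e-13). At 14 DAG it had 2.65 and 2.58, calls lost in 3 and 4 leave-one-out fits, and the rootstock call at 7 DAG (2.60) was lost in 3. At 28 DAG it was not called (−0.85 and 0.00). *PaKOR1-like* (MA_69345g0010) was called higher in all 10 comparisons, with 1.78 in scion and 2.02 in rootstock at 1 DAG. *PaPECTIN LYASE-like* (MA_6752784g0010) had 4.93 in scion at 1 DAG and was called in 9 of 10, rootstock at 1 DAG being the exception (1.34, SE 0.74, adjusted *p* = 0.12). Without replicate 1 of intact plants that value was 2.38 and called, and DESeq2 called it too (1.38, adjusted *p* = 0.022). *PaPME5-like* (MA_10267810g0010) fell at 1 DAG in rootstock (−1.65, SE 0.23, adjusted *p* = 3.9e-08) and was called higher at 14 DAG in scion (1.45) and rootstock (1.64, SE 0.18, adjusted *p* = 4.9e-10).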

Many putative laccase, pectin methyl esterase (PME), beta-1-4-glucanase and pectate/pectin lyase genes showed differential expression both after exogenous auxin treatment and after grafting including *PaLAC1-like*, *PaPME5-like*, *PaKOR1-like* and *PaPECTIN LYASE-like* (Fig. 4g,h and Extended Data Fig. 4e–k). In particular, there was a substantial overlap between laccases and PMEs affected by both auxin treatment and grafting (Fig. 4g,h). These results showed that grafting induced an auxin response at the junction, and this correlated with the activation of cell-wall-related genes at the graft junction.

### A conserved *PAT1* gene family promotes graft healing

To further explore the transcriptional regulation of *Picea abies* graft formation, we identified differentially expressed transcription factors and mapped their abundance according to transcription factor gene families (Extended Data Fig. 5a). We performed a weighted correlation network analysis (WGCNA), clustered these transcription factors according to their expression patterns in the grafting transcriptomes and defined seven modules (Extended Data Fig. 5b,c). 

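The supplement lists 64 transcription factors for the yellow module, and 60 passed the filter. Of these, 55 were called higher than intact plants of the same day in scion on at least 1 day, 45 in rootstock and 44 in both. Intact plants changed too: 25 were called higher and 11 lower than at day 0 on at least 1 day, 35 genes in all. All 25 that rose in intact plants also rose after grafting. As 56 of the 60 did so, this overlap was nearly given and is no evidence of a shared response. In intact plants edgeR called 0 of the genes at 1 day, 4 at 3 days, 18 at 7 days (8 higher, 10 lower), 20 at 14 days and 25 at 28 days. At 1 day, 5 of the 60 had an unadjusted *p* under 0.05 and DESeq2 called 0. Relative to day 0, the median log2 fold change of the list at 28 days was 0.65 (camera adjusted *p* = 4.3e-06, fry 6.1e-11), or 0.47 with genes without counts in a group at their bound. With the correlation within the list estimated, camera did not call it (0.11). Against intact plants of the same day, list medians were 1.17, 1.57, 1.55, 1.42 and 0.86 in scion from 1 to 28 DAG, and 0.00, 0.71, 1.19, 1.29 and 0.94 in rootstock. Rootstock at 1 DAG had 14 genes called higher and 17 lower.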

One module, represented in yellow (Extended Data Fig. 5c), showed differential expression specifically in scions and rootstocks but not in intact plants. Using the expression patterns of the genes in the yellow module, we generated a gene regulatory network (Fig. 5a,b). 

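In the list of 60 tested transcription factors, 56 were called higher than intact plants in at least 1 of the 10 comparisons, the same number when *p* was adjusted over the list alone. The list was chosen in the study on the same libraries, so this count is not independent evidence. By largest log2 fold change over the 10 comparisons, *PaMYB4-like* (MA_316475g0010) ranked 6 of 60, *PaMYB123-like* (MA_10048467g0010) 7, *PaLRP1-like* (MA_2299g0010) 13, *PaWIP4-like* (MA_29238g0010) 27 and *PaPAT1-like* (MA_10426489g0020) 39. By mean log2 fold change the ranks were 13, 7, 9, 22 and 35; both orders rest in part on groups with few or no reads. *PaPAT1-like* was called in 4 comparisons, at 7 DAG in scion (1.54, SE 0.19, adjusted *p* = 7.7e-09) and rootstock (1.14, SE 0.19, adjusted *p* = 9.2e-06), and at 14 DAG (1.37, SE 0.18, and 1.31, SE 0.18). At 7 DAG it had 132 ± 34.3 normalized reads in scion, 102 ± 8.87 in rootstock and 46.9 ± 8.98 in intact plants. Its scion value at 3 DAG was 0.99 (SE 0.18, adjusted *p* = 1.6e-05), which passed the threshold when scaled by library size alone (1.15) or without replicate 2 of intact plants (1.12). *PaWIP4-like* had 2.89 in scion (SE 0.16, adjusted *p* = 8.7e-19) and 1.43 in rootstock at 1 DAG, and also rose in intact plants, by 2.99 at 28 days (SE 0.17, adjusted *p* = 4.2e-18). *PaLRP1-like* was called in 9 comparisons, with 4.92 in scion and 5.89 in rootstock at 3 DAG. The call in rootstock at 1 DAG (2.07) was lost without replicate 3 of rootstock (1.42). After thinning neither tissue was called at 1 DAG (1.34 in scion, adjusted *p* = 0.2, and 1.225 in rootstock, adjusted *p* = 0.25). *PaMYB4-like* and *PaMYB123-like* were each called in 8. For *PaMYB4-like* in scion at 28 DAG (1.35), the call was lost without replicate 2 of intact plants (0.96). When only the groups compared were fitted, neither tissue was called at 28 DAG (1.31 in scion, adjusted *p* = 0.11, and 1.53 in rootstock, adjusted *p* = 0.1). At 7 DAG intact plants had 2 counted reads of *PaMYB4-like*, a ratio of 189 in scion (95% exact interval for counting error alone 52.1 to 1560) and 96.0 in rootstock (26.4 to 796). For *PaMYB123-like* at 14 DAG the ratios were 99.1 (33.6 to 482) and 153 (52.0 to 743).

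Connectivity was computed over the 64 listed genes as the sum of absolute Pearson correlations across 48 libraries raised to the power 6, since the network settings were not found. The 5 genes ranked 4 (*PaPAT1-like*), 7 (*PaMYB123-like*), 9 (*PaLRP1-like*), 14 (*PaWIP4-like*) and 23 (*PaMYB4-like*). Their median rank was 9, and 12 with power 1, the setting that moved it most. Single ranks moved more: over all settings and leave-one-out runs they spanned 1 to 7, 4 to 14, 6 to 12, 6 to 21 and 12 to 27, in the same order. The study chose the 5 genes as hubs of a network of the same libraries, so these ranks describe them and do not test them.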

Most transcription factors in this module were up-regulated during grafting, and five in particular, *PaPAT1-like*, *PaWIP4-like*, *PaMYB4-like*, *PaLRP1-like* and *PaMYB123-like*, were highly up-regulated and appeared to act as hubs of the regulatory network (Fig. 5a–c and Extended Data Fig. 5d–g). We then used the regulatory network to test whether homologous genes were induced in *Arabidopsis*. We found that *Arabidopsis LRP1*, *MYB4* and *PAT1* were all induced during *Arabidopsis* grafting, suggesting a broadly conserved regulatory response between *Arabidopsis* and *Picea abies* (Fig. 5c and Extended Data Fig. 5d,g). As the *PAT1* gene family promotes root tip regeneration^26,28^, we focused on this family and tested an *Arabidopsis PAT1* overexpression line (*AtPAT1OE*) and *pat1*-related mutants in callus formation assays as callus is relevant for graft healing^12,27,39^. The *AtPAT1OE* line showed increased callus formation at the wounding sites of petioles, while *pat1*, *pat1scl5* and *pat1scl5scl21* showed strong impairment in callus formation. *scl5* showed mild defects in callus formation, whereas *scl21* did not show major differences compared to wild type (Col-0) (Fig. 5d–f). To investigate this gene family in *Picea abies*, we first constructed a phylogenetic tree with *PaPAT1-like* and *Arabidopsis* GRAS family genes. The phylogeny indicated that *PaPAT1-like* was most closely related to *AtPAT1*, *AtSCL5* and *AtSCL21*. An amino acid alignment also showed strong similarity between proteins of these genes (Extended Data Fig. 6a–c). To examine whether *PaPAT1-like* could perform a similar function as *Arabidopsis PAT1*, we cloned the *Picea abies PaPAT1-like* gene to generate an inducible overexpression line in *Arabidopsis* (*PaPAT1-likeOE*). We found that *PaPAT1-likeOE* increased callus area in cut petioles compared to wild type (Col-0) (Fig. 5g). 

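*PaERF115-like* (MA_10274g0010, annotated as ERF114-like in the supplement) was called higher than intact plants in all 10 comparisons. Grafted groups had 279.6 ± 24.5 (scion, 28 DAG) to 521 ± 91.5 (rootstock, 14 DAG) normalized reads, and all 30 grafted libraries lay above all 18 intact ones. At 1 DAG, with 5 counted reads in intact plants, the log2 fold change was 7.79 in scion (adjusted *p* = 4e-20) and 7.94 in rootstock (adjusted *p* = 6.5e-21). At 28 DAG it was 5.98 (adjusted *p* = 1.1e-16) and 6.29 (adjusted *p* = 1.5e-17). SE are left out for both days, since with few intact reads they come out too small. Between these days intact plants had 1 to 3 counted reads, so counting intervals replace fitted folds. They cover counting error alone. Pooled over the genes of a pair of replicate libraries, low counts left out, the variance between replicates was 3.15 to 15.6 times that of counting. That range is not one of this gene. At 14 DAG the ratio to intact plants was 303 in scion (95% exact counting interval 103 to 1470) and 418 in rootstock (143 to 2030). Neither hormone-treated nor *Arabidopsis* libraries were analysed here.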

ERF115 can interact with PAT1 family genes, and *AtERF115* and *PaERF115* were upregulated in both *Arabidopsis* and *Picea abies* transcriptomes (Extended Data Fig. 5h). We cloned and overexpressed *PaERF115-like* (*PaERF115-likeOE*) in the *Arabidopsis AtPAT1OE* background and found *PaERF115-like AtPAT1OE* massively increased callus formation similar to *AtERF115OE AtPAT1OE* (Extended Data Fig. 7c). Next, to investigate the role of *PAT1* in grafting, we tested *Arabidopsis* graft attachment rates and found *pat1scl5*, *scl5scl21*, *pat1scl21* and *pat1scl5scl21* all reduced attachment rates (Fig. 5h). In CFDA-mediated phloem reconnection assays, the *PAT1OE* line showed no changes, but the single, double and triple *AtPAT1*-related loss of function mutants all showed moderate to strong inhibition of phloem reconnection (Fig. 5i) including when combined with *erf115* mutants (Extended Data Fig. 7a,b). We also found that *PaPAT1-likeOE* could partially rescue the graft attachment defect of *pat1scl5* and *scl5scl21* double mutants (Fig. 5j). As our grafting assays used young hypocotyls, we also grafted with *Arabidopsis* inflorescence stems to look at the effects of age. However, we saw no evidence of *AtPAT1* induction at the inflorescence graft junction (Extended Data Fig. 8). Together, our results indicated that grafting-induced *PAT1* up-regulation was shared between *Arabidopsis* and *Picea abies* and that this gene has a conserved role in wound healing in juvenile tissues.

**Fig. 5:**
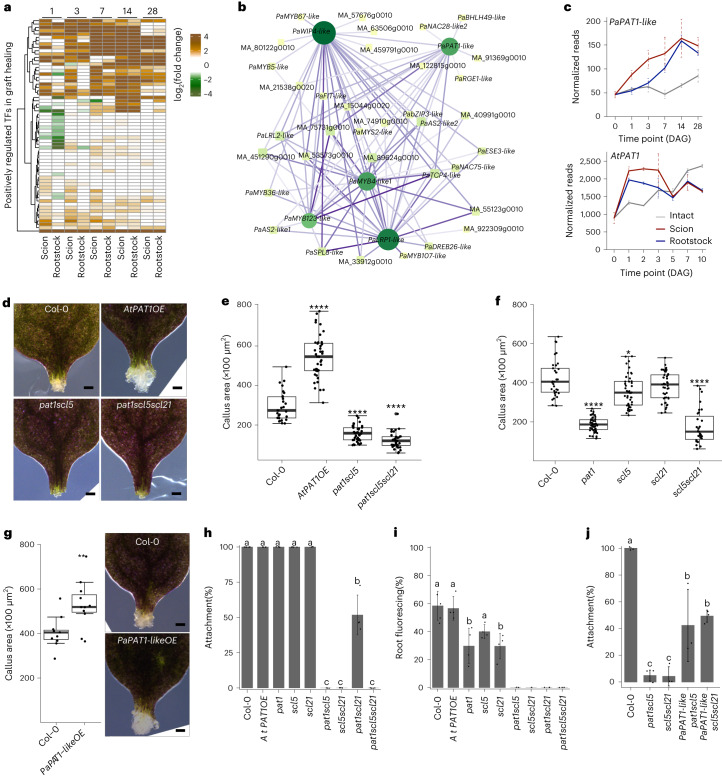
*PAT1*-related genes promote graft healing. **a**, Heat map of positively regulated transcriptional factors during graft healing. **b**, Regulatory connections of the top five core transcriptional factors based on a gene regulation network of transcription factors activated by grafting. The size and colour of nodes indicate the number of edge connections. The edge colour indicates the value of correlation. **c**, *PaPAT1-like* and *AtPAT1* expression during graft formation in *Picea abies* and *Arabidopsis*. The mean (±s.d.) from two to three biological replicates is shown. **d**, Callus formation from cut *Arabidopsis* petioles overexpressing *PAT1* (*AtPAT1OE*) (*n* = 40) or mutants for *pat1scl5* (*n* = 41) or *pat1scl5scl21* (*n* = 35). Scale bars, 100 µm. Two biological replicates. **e**, Callus area in wounded petiole explants in Col-0 (*n* = 28), *AtPAT1OE* (*n* = 40), *pat1scl5* (*n* = 41) or *pat1scl5scl21* (*n* = 35). Two biological replicates. **f**, Callus area in wounded petiole explants in Col-0 (*n* = 33), *pat1* (*n* = 52), *scl5* (*n* = 46), *scl21* (*n* = 46) and *scl5scl21* (*n* = 31). Three biological replicates. In panels **e** and **f**, significance was calculated using Wilcoxon’s test (two-sided) with FDR adjustment, compared with Col-0. Dots indicate individual samples, *P < 0.05, **** *P* < 0.0001; see source data for *P* values. **g**, Images and quantifications of callus formation from cut petioles of Col-0 (*n* = 10) and *PaPAT1-like* overexpression (*n* = 11). Scale bars, 100 µm. Dots indicate individual samples, two-sided Student’s *t*-test; ** *P* < 0.01. Two biological replicates. See source data for *P* values. **h**,**i**, Attachment (**h**) and phloem reconnection (**i**) rates of homografted Col-0, *AtPAT1OE*, *pat1*, *scl5*, *scl21*, *pat1scl5*, *scl5scl21*, *pat1scl21* and *pat1scl5scl21*. **j**, Graft attachment rates of Col-0 and *PaPAT1-like* transformed in *pat1scl5* and *scl5scl21*. In panels **h**–**j**, the mean (±s.d.) from 3 to 6 biological replicates with 10–17 plants per time point per experiment is shown. One-way ANOVA, with Tukey’s post hoc test. Different letters above the bars represent *P* < 0.05. *P* values are shown in source data. Source data

## Discussion

Propagating and combining species through grafting is commonly used worldwide, highlighting the need to establish efficient and practical grafting methods for diverse species^8,39,40^. Here we developed a micrografting method that allowed multiple conifer species to be grafted together, expanding the range of compatible graft combinations and providing insights into grafts formation between *Picea*, *Pinus* and *Larix* members that are estimated to have diverged from each other over 100 million years ago^41^. Previous conifer micrografting methods between mature leaf and young seedling rootstocks had low grafting success rates and seasonal limitations^7^. In this study, our rapid micrografting approach (50 grafts per hour) provided high success rates in both homografted and inter-species conifer graft combinations. Inter-genus combinations also initially showed high survival frequency, although with time, many combinations died or showed stunted growth consistent with delayed incompatibility^42^. However, several inter-genus combinations were successful after several years. *Picea abies* rootstocks were compatible (20–33%) with *Pinus sylvestris*, *Pinus contorta* and *Larix sibirica* scions. Reciprocal grafts with *Picea abies* scions had much lower long-term success rates suggesting *Picea abies* rootstocks allowed inter-genus graft compatibility, whereas scions did not. Previous inter-genus grafts between *Lotus japonicus* and *Medicago truncatula*, or *Solanum lycopersicum* and *Capsicum annuum*, also showed different efficiencies when scion and rootstock genotypes were reversed^35,43^. The basis for this ‘graft polarity’ is not well known, but *Arabidopsis alf4* mutants deficient in auxin response perturb grafting in the rootstock but not in the scion, consistent with *Arabidopsis* rootstocks being more sensitive to auxin than scions^17^ and suggesting at least one plausible explanation for differences in grafting efficiencies between scion and rootstock being related to auxin responsiveness.

Our transcriptome analysis of the *Picea abies* graft junction revealed dynamic activation of genes related to cell division, cambial identity, phloem and xylem, similar to what has been previously described at the *Arabidopsis* graft junction (Fig. 3 and Extended Data Fig. 3)^23^. However, there were notable differences. In *Arabidopsis*, phloem reconnection (3–4 DAG) is followed by xylem reconnection (6–7 DAG)^17^, whereas our *Picea* transcriptomes showed the activation of putative xylem and phloem markers at similar times, although our time course was limited as the *Arabidopsis thaliana* experiments had better temporal resolution given that graft healing took a longer time in *Picea* and *Pinus*. However, we found multiple similarities regarding the physiology and gene expression changes during grafting, pointing to a conserved process. Our study also identified auxin-responsive genes in *Picea abies* and found elevated auxin response at the graft junction that correlated with the activation of cell-wall-related genes (Fig. 3 and Extended Data Fig. 4). Both auxin and cell-wall-related processes promote graft formation in *Arabidopsis*, grape, *Nicotiana* and tomato^23,38,44,45^, implying that auxin response and cell wall modifications are important for graft formation in both eudicots and conifers.

Our gene regulatory network analysis identified several expression hubs including a *PaPAT1-like* homolog of an *Arabidopsis* GRAS transcription, *PAT1*. The PAT1 protein sequence was highly similar between *Picea* and *Arabidopsis*, in particular the C-terminus found in many GRAS/SCL family members (>78% of protein sequence identity). Our cross-species complementation analysis showed that PaPAT1 was functional and acted similar to AtPAT1 as we observe partial rescue of graft attachment phenotypes and callus formation. Previous studies have also used genes from tree species to modify *Arabidopsis* function. MADS (for MCM1, AG, DEF and SRF) -box genes *DAL2*, *DAL11*, *DAL12* and *DAL13* from *Picea abies* showed a common function with homologous genes in angiosperms suggesting conservation of genes structure and activity^46,47^. A poplar *PeSCL7* can improve salt tolerance of *scl7* mutant in *Arabidopsis*^48^, whereas several conifer genes including *HBK1*, *SAG1* and *NEEDLY* can functionally substitute for their homologous genes in *Arabidopsis*^49–51^. Such heterologous techniques are useful tools to understand the function of these genes outside of their endogenous system, particularly with the limitations of Clustered Regularly Interspaced Short Palindromic Repeats (CRISPR) mutations in trees; however, further work is needed with *Picea abies* mutated in *PAT1* to confirm its endogenous role in wound healing and graft formation.

Our work with *Picea abies* helped identify *PAT1* as a novel regulator of tissue attachment and graft formation in *Arabidopsis*. We also see evidence that a *PAT1* homolog is induced by wounding in rice (Extended Data Fig. 7d)^16^. Monocot grafting succeeds due to the use of embryonic tissues^16^, and here, the use of young tissues also allowed divergent conifer grafts to succeed. *AtPAT1* expression was not induced by *Arabidopsis* inflorescence grafting or cutting (Extended Data Fig. 8) suggesting PAT1 might be a key factor giving juvenile tissues a higher regeneration competency. Our findings imply that grafting young tissues helps overcome incompatibility in both gymnosperms and angiosperms and present a useful tool to extend the range of successful grafting in seed plants.

## Methods

### Plant materials and growth conditions

Conifer genotypes used were as follows: *Picea abies*—FP-96 Skogsgård (for grafting and generating graft junction libraries) and FP-518 TreO G7 Söregärde (for generating hormone treatment libraries); *Pinus sylvestris*—FP-601 Almnäs; *Pinus contorta*—FP-704 Lögdö; *Larix* hybrid (*Larix × Marschlinsii*)—FP-73 Långtora; and *Larix sibirica*—SV309 Lassinmaa. All conifer seeds were surface sterilized in 30% hydrogen peroxide solution for 20 min, followed by three rinses in autoclaved water; the sterilized seeds were imbibed overnight in darkness. The seeds were germinated on 1/4 Murashige and Skoog (MS) medium + 1% sucrose + 1% phytagel and stored vertically in a dark growth cabinet for 6 days; the seedlings were then moved to a low light condition (covered with a A4 paper) for an additional 1 day, and then seedlings were grown in a plant growth chamber (16/8 h light/dark, ∼110 μmol m^−2^ s^−1^, 22 °C, chamber). Ten- to twelve-day-old seedlings were used for micrografting. The grafted plants were grown in the same plant growth chamber in 2 months after grafting, followed by growing for 1 year in a greenhouse, then a subset of the plants was moved to grow in a field at the Skogforsk research station, Ekebo, Sweden.

All *A. thaliana* mutants used in this study were in the Columbia-0 background. *p35S::ERF115*(*AtERF115OE*), *p35S::PAT1*(*AtPAT1OE*), *pPAT1:NLS–GFP/GUS, pat1*, *erf115*, *scl5*, *scl21*, *erf115pat1*, *pat1scl5*, *scl5scl21*, *pat1scl21*, *erf115scl5* and *pat1scl5scl21* were previously published^26,28^. To generate *p35S::XVE»PaERF115-like-YFP* (*PaERF115-likeOE*) and *p35S::XVE»PaPAT1-like-YFP* (*PaPAT1-likeOE*), the open reading frame sequence without stop of *PaERF115-like* and *PaPAT1-like* were amplified from *Picea abies* complementary DNA (cDNA) and cloned into *pDONR221*. RNA extraction used the cetyltrimethylammonium bromide (CTAB)/lithium chloride (LiCl) method^52^ (‘RNA extraction’); cDNA was synthesized using a First Strand cDNA Synthesis Kit (K1612, Thermo Fisher Scientific). The primers used for cloning spruce genes are listed in Supplementary Table 6. All three segments of the entry vectors carrying the promoter of *p35S::XVE*^53^, followed by the entry vector carrying the open reading frame and the yellow fluorescent protein (YFP) with terminator, were combined into destination vector *pFR7M34GW*^54^. The constructs were transformed into GV3101 *Agrobacterium* competent cell for plant transformation. Seeds were surface sterilized for 10 min in 70% ethanol, followed by a rinse with 99.5% ethanol, air-dried and sown on petri dishes containing 1/2 MS medium + 0.8 % (*w*/*v*) agar. Seeds were stratified at 4 °C for 48 h, then moved to plant growth chamber (8/16 h, light/dark, 80–100 μmol m^−2^ s^−1^ light intensity) and grown vertically.

### Plant micrografting and measurement of attachment and vascular reconnection

*A. thaliana* micrografting and CFDA (VWR International) assays for measuring vascular reconnection were performed according to previously published protocols^17^. For testing graft attachment, we picked up the cotyledon and root of grafted plants with forceps. Unseparated grafts were counted as attached. For phloem assays, the CFDA was dropped on a cotyledon which was wounded by pressing with forceps. After 1 h, fluorescence was monitored in the rootstock as an indication of phloem connectivity. Attachment and phloem reconnection were both checked 3 DAG.

For conifer micrografting, 10- to 12-day-old plants were excised in the hypocotyl region 0.5 cm below the needles. Scions and rootstocks from different plants were attached tightly together using a 0.8 mm inner diameter silicon collar. To check for the phloem reconnection, we removed all leaves and dipped the cut site into 1 mM CFDA solution. Two hours after applying, we made a hand section of the rootstocks to observe the CFDA fluorescence. For xylem reconnection assays, we removed the tissues 1 cm below the graft junction, dipping the cut part into 5 μl CFDA for 2 h, then observed the fluorescence in the needles. To look for xylem differentiation at the junction, we made longitudinal sections at the graft junction, cleared the sections with acidified methanol (methanol:37% HCl:H_2_O = 10:2:38)^55,56^ and incubated at 55–57 °C for 15–20 min. We then replaced the clearing buffer with 7% NaOH in 60% ethanol and incubated them for 15 min at room temperature, followed by rehydration with 40%, 20% and 10% ethanol, incubating for 15 min in each ethanol solution. The rehydrated sections were stained with 0.01% basic fuchsin solution (dissolved in water) for 5 min. The staining was stopped with 70% ethanol for 15 min, and sections were rehydrated with 10% ethanol for 15 min, before adding 50% glycerol and incubating for 30 min. Sections were mounted in 50% glycerol for imaging.

### *Arabidopsis* inflorescence stem grafting and incisions

The inflorescence stem grafting was performed following a previously published method^57^. Grafting was performed using a wedge graft method when the primary inflorescence meristem had grown to 10 cm, leaving the stock around 3 cm above the rosette. The graft junction was sealed by wrapping with parafilm. The grafted plants were growing in a clear plastic box to maintain a humid environment. The stem incision experiment was performed according to a published method^58^. Using a microsurgical knife (Surgical Specialties), a mature flowering stem was incised approximately 3 cm from its base, reaching halfway through its diameter.

### Imaging

Grafted plants were imaged using a Nikon D5300 camera. The CFDA fluorescence was observed with a Leica M205 FA stereofluorescent microscope fitted with a YFP filter. Basic fuchsin-stained samples and β-glucuronidase (GUS)-stained samples were imaged with a Zeiss Axioscope A1 microscope or M205 FA stereofluorescent microscope. The higher-resolution images of hand sections were imaged with an LSM-780 confocal microscope. For CFDA imaging, 488 nm excitation and 500–560 nm emission settings were used. Wavelengths of 561 nm excitation and 571–690 nm emission were used for imaging basic fuchsin-stained samples. All images were analysed using Zen blue or Fiji (version 2.9.0/1.53t)^59^.

### Hormone treatment

Two-week-old *Picea abies* seedlings were selected for hormonal treatment. *Picea abies* seedlings were treated with either BAP, IAA or a combination of BAP and IAA hormones. The hormone concentrations were BAP 135 mM, IAA 50 mM, BAP 135 mM + IAA 50 mM. Approximately 20 μl of hormone dissolved in 70% ethanol was quickly mixed with a small amount of lanolin. The hormone lanolin paste was then applied to the middle hypocotyl region of the seedlings, approximately 1.5 cm below the needles. The treated area (8–10 mm in length) was wrapped in aluminium foil.

### Construction and analysis of RNA-seq libraries

#### Graft junction libraries

Samples were collected from both ungrafted (intact) and grafted *Picea abies* above and below the graft junction at 0, 1, 3, 7, 14 and 28 DAG. Approximately 1 mm of tissues from scions or rootstocks or 2 mm from intact plants was collected. Samples were collected in three biologically independent replicates for all treatments. Five plants were pooled for each replicate.

#### Hormone treatment libraries

Samples were collected for analysis after 5, 10 and 15 days. Approximately 5 mm of the treated hypocotyl was collected from each seedling, and the sample was snap frozen with liquid nitrogen. Samples were collected in three biologically independent replicates for all treatments. Eleven plants were pooled for each replicate.

#### RNA extraction

Total RNA was extracted using a modified CTAB/LiCl method^52^. Briefly, frozen tissue was ground into a fine powder. Extraction buffer was prepared (100 mM Tris–HCl (pH 8), 2% (*w*/*v*) CTAB, 30 mM EDTA, 2 M NaCI, 0.05% (*w*/*v*) spermidine, 2% (*w*/*v*) PVPP, 2% (*v*/*v*) 2-mercaptoethanol, proteinase K (10 mg ml^−1^) to a final concentration of 1.5 mg ml^−1^) and warmed for 10 min at 42 °C, then added to the ground frozen tissue and incubated at 42 °C for 90 min. Chloroform-isoamyl alcohol (24:1 (*v*/*v*)) was added to extract RNA. After vortexing and centrifuging at 15,000 *g* for 15 min at 4 °C, the top aqueous phase was transferred to a new tube, and 1/4 volume of 10 M LiC1 was added, allowing overnight precipitation at 4 °C. Samples were centrifuged at 15,000 *g* for 30 min and the supernatant discarded. Finally, the pellet was washed with 2 M LiCl twice and dissolved in RNase-free water. RNA concentration was measured using Qubit 2.0. The RNA integrity number was analysed by using an Agilent 2100 Bioanalyzer with RNA 6000 Nano kit. The RNA integrity numbers of all samples were above 8.0.

#### Libraries construction

About 1 µg total RNA per sample was used for RNA-seq library preparation. For grafting junction libraries, we followed the New England Biolabs (NEB) library building method. mRNA isolation was performed using NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB number E7490S), followed directly by using NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB number E7760S) and NEBNext Multiplex Oligos for Illumina (NEB number E7600S) for library construction. The quality of DNA libraries was checked with an Agilent 2100 Bioanalyzer DNA High Sensitivity Kit. The hormone treatment libraries were performed by Novogene (UK).

#### Bioinformatic analysis

Sequencing was performed on Illumina NovaSeq 6000 system with PE150. RNA-seq analysis was performed as previously described with minor modifications^60^. Briefly, the quality of raw data was accessed using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) (version 0.11.8). The residual rRNA contamination was removed using SortMeRNA (version 4.3.3)^61^. Data were then filtered using fastp (version 0.20.0)^62^. After both filtering steps, FastQC was run again to ensure that no technical artefacts were introduced during the pre-processing steps. Filtered reads were aligned to version 1.0 of the *Picea abies* genome (retrieved from the PlantGenIE, https://plantgenie.org/FTP?dir=Data%2FPlantGenIE%2FPicea_abies%2Fv1.0) using STAR (version 2.7.9a)^63^. The parameters of RNA-seq data pre-processing followed the previously described guideline^60^. Read counts were quantified by HTSeq^64^ using *Picea abies* version 1.0 GFF file (retrieved from the PlantGenIE), with setting -s reverse. DEGs were identified using the DESeq2 package (version 3.13) in R (version 4.0.4)^65^. In each time point during grafting, intact samples were used as a reference. However, for intact samples, day 0 was the reference, while for hormone treated samples, mock treatment was the reference. Genes with an absolute log_2_(fold change) value above 1 and a *q* value below 0.05 were considered differentially expressed. The normalized reads obtained from DEseq2 were used for gene expression. The analysis of common patterns of gene expression during grafting was performed using the Mfuzz package (version 3.15) in R^66^. First, DEGs of grafted tissues (scion and rootstock) from all time points were combined into a list to consider for analysis. Then based on the DEGs list, day 0 intact samples were also included to identify the common gene expression patterns during grafting. GO enrichment analysis of clusters was performed by hypergeometric distribution in R, with an adjusted *P* < 0.05 and fold change >2 as the cut-off to determine significantly enriched GO terms. We downloaded the spruce GO annotation file from the PlantGenIE. For the overlap analysis, overlap was presented as a ratio of 1.0 for DEGs up- or down-regulated in the grafting dataset relative to intact samples compared with up- and down-regulated genes in the hormone datasets relative to mock. The gene co-expression network was conducted using the WGCNA package (version 1.71)^67^ in R. Only 524 putative transcriptional factors that differentially expressed during grafting were analysed. To increase the sample size, the individual replicates were introduced as one sample. Then a module that showed positive regulation during the grafting was considered to discover the hubs of regulatory interactions. Then the interactions were visualized in Cytoscape 3 (version 3.9.1)^68^. The orthologs between *Picea abies* and *Arabidopsis* were obtained from pabies_artha.tsv (retrieved from the PlantGenIE, https://plantgenie.org/FTP?dir=Data%2FCross-Species%2FOrthologs). The list of DEGs from all comparisons and the orthologs, and transcription factor of the regulatory network are provided in Supplementary Table 7, as well as the genes used for heat map plots.

#### Quantitative reverse transcription-PCR (qRT-PCR) assays

Samples were collected from *Arabidopsis* inflorescence stems, from both grafted and non-grafted plants. Total RNA was extracted using a Roti-Prep RNA MINI Kit. About 500 ng RNA was used for cDNA synthesis using the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific), which includes oligo(dT)18 primers. Quantitative reverse transcription-PCR (qRT-PCR) reaction was performed with 2× Maxima SYBR Green qPCR/ROX Master Mix (Thermo Fisher Scientific) and run with a Bio-Rad CFX96 qPCR machine. The results were analysed using the 2-^ΔΔCT^ method. The primers used for quantitative reverse transcription PCR are in Supplementary Table 6.

#### Callus induction

Cotyledons with petioles excised from 10-day-old seedlings growing in long-day conditions were used for callus induction^27^. The cotyledon explants were placed on petiole callus induction medium (MS) medium plates supplemented with 1% sucrose and 0.6% Gelrite) and induced for 7 days under long-day conditions. For callus formation without wounding, the F1 generation of *AtERF115OE AtPAT1OE* seedlings were grown on 1/2 MS medium for 21 days, and the T2 generation of *PaERF115-likeOE AtPAT1OE* seedlings were grown on 1/2 MS medium with 10 µM estradiol (Sigma-Aldrich) for 7 days, then transferred to 1/2 MS medium for 14 days.

#### Estradiol treatment

For callus induction and grafting assay using *Arabidopsis*, plants growing medium and callus induction medium were both prepared containing 10 μM estradiol (Sigma-Aldrich). The grafted plants were placed on the filter paper containing water with 10 μM estradiol.

#### Phylogenetic analysis and amino acid alignment

The protein sequence of *Arabidopsis* GRAS family and spruce *PaPAT1-like* were used for phylogenetic analysis with MEGA11 software (version 11.0.13)^69^. The protein sequences were aligned by ClustalW (offered in MEGA11); Construct/Test neighbour-joining tree (offered in MEGA11) was used to estimate phylogenetic trees. Bootstrap replicates number was set to 1,000. Amino acid alignment was generated with Snapgene software (version 5.1.4.1; www.snapgene.com). The protein similarity and heat map was generated using TBtools software (version 1.120)^70^.

#### GUS staining

Plant tissues were submerged in cold acetone for 10 min. After washing with staining solution without x-gluc, tissues were transferred into staining solution (100 mM sodium phosphate buffer pH 7.0, 10 mM EDTA, 1 mM K_3_[Fe(CN)_6_], 1 mM K4[Fe(CN)_6_], 2 mM 5-bromo-4-chloro-3-indolyl-ß-glucuronide) and vacuum infiltrated for 10 min at room temperature. Tissues were incubated in the staining solution for 2 h at 37 °C. Stained tissues were submerged in 70% ethanol until the GUS was cleared.

#### Measurement of plant size

For plant height measurements, the shoot length of the above-ground part was measured as the plant height. For the shoot diameter measurements, the shoot diameter of grafted plants was measured at 3 cm above the graft, and the shoot diameter of intact plants was measured at a site similar to grafted plants.

#### Statistical analysis

Statistical analyses methods were used as indicated in the figure legends. Student’s *t*-test was performed with Excel (version 16.72), Wilcoxon signed-rank test and one-way analysis of variance (ANOVA) followed by Tukey honestly significant difference test were performed with R (version 4.0.2).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information Legends of Supplementary Tables 1–7.

Reporting Summary

Supplementary Table 1 Survival rate of plants 2 months after grafting.

Supplementary Table 2 Plant height 2.5 years after grafting.

Supplementary Table 3 Differentially expressed genes in grafted *Picea abies* junction and intact plants.

Supplementary Table 4 Go enrichment analysis of co-expressed clusters.

Supplementary Table 5 Differentially expressed genes of auxin and cytokinin treatments.

Supplementary Table 6 Primers used for cloning spruce genes and qRT-PCR.

Supplementary Table 7 Gene IDs of analysed spruce genes.

### Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Table 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

## Data Availability

All data are available in the manuscript, supplementary information, extended data and source files. Transcriptome data reported in this paper are deposited in the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE231633. Spruce genome information and orthologs were retrieved from the PlantGenIE site (https://plantgenie.org/FTP?dir=Data%2FplantGenIE%2Fpicea_abies%2Fv1.0). *OsPAT1-like* (Os07g0583600) expression values were obtained from a previously published dataset^16^. Source data are provided with this paper.

# Supplementary material for: A conserved graft formation process in Norway spruce and Arabidopsis identifies the PAT gene family as central regulators of wound healing
**Source:** Nat Plants. 2024 Jan 2;10(1):53–65. doi: 10.1038/s41477-023-01568-w
**Supplement:** Supplementary file 1 — Legends of Supplementary Tables 1–7.

# A conserved graft formation process in Norway spruce and *Arabidopsis* identifies the PAT gene family as central regulators of wound healing

---

In the format provided by the  
authors and unedited

## Legends of supplementary tables

Supplementary Table 1. Survival rate of plants two months after grafting.

Supplementary Table 2. Plant height 2.5 years after grafting.

Supplementary Table 3. Differentially expressed genes in grafted *Picea abies* junction and intact plants.

Supplementary Table 4. Go enrichment analysis of co-expressed clusters.

Supplementary Table 5. Differentially expressed genes of auxin and cytokinin treatment.

Supplementary Table 6. Primers used for cloning spruce genes and qRT-PCR.

Supplementary Table 7. Gene IDs of analysed spruce genes.

# Supplementary material for: A conserved graft formation process in Norway spruce and Arabidopsis identifies the PAT gene family as central regulators of wound healing
**Source:** Nat Plants. 2024 Jan 2;10(1):53–65. doi: 10.1038/s41477-023-01568-w
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | We used commercially available softwares Image J (Version 2.9.0/1.53t ) and Zen Blue to record and analyse data from microscopes. RNA-Seq data was acquired by a Illumina NextSeq sequencer. qRT-PCR data was collected from a Bio-Rad CFX96 qPCR machine.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | R(version 4.0.4) was used for transcriptome analysis and generating plots. The quality of raw data was accessed using FASTQC (Version 0.11.8) ( <a href="http://www.bioinformatics.babraham.ac.uk/projects/fastqc/">http://www.bioinformatics.babraham.ac.uk/projects/fastqc/</a> ). The residual rRNA contamination was removed using SortMeRNA (version 4.3.3)(Kopylova et al. 2012). Data were then filtered using fastp (version 0.20.0) (Chen et al., 2018). After both filtering steps, FASTQC was run again to ensure that no technical artifacts were introduced during the pre-processing steps. Filtered reads were aligned to version 1.0 of the Norway spruce genome (retrieved from the PlantGenIE) using STAR (version 2.7.9a) (Dobin et al., 2013). The parameters of RNA-seq data pre-processing followed the previously described guideline(Delhomme et al., 2014). Read counts were quantified by HTSeq (version 2.0.1) (Anders et al., 2015) using Norway spruce version 1.0 GFF file (retrieved from the PlantGenIE), with setting -s reverse. Differentially expressed genes (DEGs) were identified using the DESeq2 package (version 3.13) in R. The analysis of common patterns of gene expression during the grafting was performed using the Mfuzz package (version 3.15) in R. The gene co-expression network was conducted using the WGCNA package (version 1.71). Cytoscape 3 (version 3.9.1) were used to visualize the regulatory interactions. Excel (version 16.72) was for Student's t test analysis and making plots. MEGA (version 11.0.13) for the phylogenetic tree. TBtools (version 1.120) for generating heatmaps and calculating protein sequence similarity. Snapgene (version 5.1.4.1) for alignment of protein sequence. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All RNA-seq data has been uploaded into NCBI. The Gene Expression Omnibus (GEO) accession number for the transcriptomic data reported in this paper is GEO: GSE231633. This study did not generate original code. The Picea abies genome orthologs (pabies\_artha.tsv) was retrieved from PlantGenIE ([https://plantgenie.org/FTP?dir=Data%2FPlantGenIE%2FPicea\\_abies%2Fv1.0](https://plantgenie.org/FTP?dir=Data%2FPlantGenIE%2FPicea_abies%2Fv1.0)).

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size was determined according to similar studied in the field. Reference: Thomas, H., Van den Broeck, L., Spurney, R., Sozzani, R. & Frank, M. Gene regulatory networks for compatible versus incompatible grafts identify a role for SIWOX4 during junction formation. Plant Cell 34, 535-556 (2022). Sample size was also selected based on our prior knowledge and experience on the experimental variability of experiments and the desire to get statistically significant data to support meaningful conclusions. This resulted sample sizes were from n=3 to n=73 to ensure the variation was captured. Sample sizes were described in figure legends or in the main text. |
| Data exclusions | No data were excluded from this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Replication     | All experiments were repeated at least two independent times. Plants growing in long term (>2 years) field experiments were performed with multiple plants (6-34 plants per combination) grown as one field plot.                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Randomization   | Seedlings or samples were randomly distributed during growth and treatments                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Blinding        | Data were collected according to the plant genotypes and treatments. Blinding experiments were performed with RNA extractions and library preparations.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

- |                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involvement in the study                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

Methods

- |                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involvement in the study                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

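RNA was measured in *Picea abies* hypocotyls from intact and grafted plants. Scion and rootstock were sampled at 1, 3, 7, 14 and 28 DAG, intact plants on the same days and at day 0, with 3 replicates in each of the 16 groups and 5 plants pooled per replicate. Pieces were about 1 mm long on either side of the graft and 2 mm long in intact plants. The authors made stranded libraries from poly(A) RNA, sequenced them as read pairs, removed ribosomal reads with SortMeRNA, trimmed with fastp, aligned to the *Picea abies* genome with STAR and counted reads per gene with HTSeq. The table analysed holds these counts as whole numbers without scaling, for 70736 gene models and 48 libraries; every column was matched to a sample. Alignment and counting were taken as given, since the reads and a reference genome were not analysed here.

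Totals per library were 11511598 to 27687377 counted reads (median 18054427). They were 11511598 to 26780688 in intact plants (n = 18), 12850978 to 23256697 in scion (n = 15) and 15015857 to 27687377 in rootstock (n = 15). The 10 most abundant genes took 4.27% to 9.7% of a library's counts, more in intact plants (6.76% to 9.7%) than in scion (4.27% to 5.54%). The lowest correlation between replicates of a group was 0.967. The variance between replicates was 3.15 to 15.6 times that of counting alone (chi-squared over its degrees of freedom in 48 pairs). No library batch is given in the sample labels or the paper, and none was modelled.

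Differential expression was tested with edgeR 4.0.16 in R 4.3.3. The function filterByExpr, with its minimum count of 10, kept 38436 genes. TMM factors scaled the libraries, and a quasi-likelihood model with robust dispersion was fitted to all 16 groups at once. Adjusted *p* values are Benjamini–Hochberg values over the genes of a comparison. A gene is called at an adjusted *p* under 0.05 and a log2 fold change above 1 or below −1, as in the paper's methods. The 20 comparisons were scion or rootstock against intact plants of the same day (10), intact plants against day 0 (5) and scion against rootstock (5). Standard errors were computed as the absolute log2 fold change over the square root of *F*. They can be too small where a group has few reads, since *F* comes from a likelihood ratio. Normalized reads are counts over DESeq2 1.42.0 size factors. On counts with 200 changed genes built in, edgeR recovered 96% of the 200 with 1 wrong call and DESeq2 97% with 2, and neither called a gene where nothing was changed.

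Principal components used the 500 genes of highest variance after the blind variance-stabilizing transformation of DESeq2. Correlations with day and the difference in expressed genes were tested with 100000 permutations. Clusters were made by fuzzy c-means (e1071 1.7.16) with 12 centres on standardized mean profiles of day 0, scion and rootstock, with the fuzzifier from the formula of Mfuzz. Gene lists came from the supplement and were tested with camera (preset correlation 0.01, and estimated correlation) and fry in limma 3.58.1. Connectivity within the yellow module was summed over absolute Pearson correlations of log2 normalized reads raised to the power 6. The named genes are all spruce genes to which the paper's tables give an identifier, plus 4 genes picked by a rule fixed in advance: of the genes called in all 10 grafted–intact comparisons, the 2 with the largest mean rise and the 2 with the largest mean fall. For groups with 1 to 3 counted reads, ratios carry exact binomial 95% intervals, which cover counting error and not the variance between replicates; for groups without a read, a floor of 3 reads gives a lower bound.

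Alternatives to each choice were listed before the data were examined: DESeq2, other scaling (RLE, or library size alone), no filter or a stricter one (1 CPM in 6 libraries), replicate number as a block, all libraries thinned to the smallest total, fits of only the 2 groups compared, and leaving out each library in turn. Other gene numbers, transformations, random starts, powers and references were listed for the remaining results. A block of scion and rootstock replicates within days, exchanges of their labels within pairs, correlations from separate intact libraries or without shared replicate numbers, and a permutation of replicate pairs, were added after results had been seen. Each group comparison was also repeated on all 10 splits of its 6 libraries.

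Hormone-treated libraries, the *Arabidopsis* data, Gene Ontology terms, transcription factor families and the full co-expression network were not analysed here, since they need data or lists outside the table of counts.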

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

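The comparison of scion with rootstock, the gene lists and the rule for picking unnamed genes were set before the data were examined; the tests of change between 1 and 14 DAG and the block of scion and rootstock replicates within days were chosen after results had been seen.

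Scion and rootstock were flagged because a direct test found them to differ: 3905 genes were called between them at 1 DAG, 4461 at 3 DAG, 3914 at 7 DAG, 1226 at 14 DAG and 66 at 28 DAG. Of these, 2447, 2740, 2302, 686 and 15 were higher in scion. Scaling argues against itself as the cause, since RLE factors or library size alone changed a count by at most 1.09-fold. Scion had the larger number of higher genes from 1 to 14 DAG and rootstock at 28 DAG under TMM, RLE and library size scaling, while the share moved: with library size alone 3013 genes were higher and 1093 lower in scion at 1 DAG, against 2447 and 1458. In each of the 5 comparisons the real grouping called the most genes of the 10 possible splits (1 of 10), and the other splits called 0 to 2. With 10 splits a chance division of the libraries is still not excluded by the splits alone. Position along the hypocotyl differs between scion and rootstock as well as the side of the graft, and intact plants were not divided into an upper and a lower piece, so the 2 stay confounded. Tissue polarity after grafting is a hypothesis that these libraries leave open.

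Within pairs of the same replicate number, scion and rootstock deviated together at 7, 14 and 28 DAG (mean correlation 0.196, 0.173 and 0.32). A block for these pairs gave 2382 and 1466 genes higher and lower in scion at 1 DAG, 2719 and 1746 at 3 DAG, 2253 and 1633 at 7 DAG, 682 and 577 at 14 DAG, and 18 and 55 at 28 DAG.

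Among named genes, a direct test flagged *PaAPL-like* (1.50 higher in scion at 3 DAG, SE 0.18, adjusted *p* = 1e-08), *PaWIND1-like* (3.57 at 7 DAG), *PaPRX66-like* (4.27 at 3 DAG, SE 0.33, adjusted *p* = 2.5e-12), *PaVND4-like* (3.95 at 3 DAG, SE 0.19, adjusted *p* = 5.8e-19), *PaWIP4-like* (1.46 at 1 DAG, adjusted *p* = 5.9e-11) and *PaPECTIN LYASE-like* (3.60 at 1 DAG, adjusted *p* = 5.3e-09). In the other direction were *PaLAC1-like* (−1.60 at 1 DAG, adjusted *p* = 0.002) and *PaKOR1-like* (−1.26 at 7 DAG, adjusted *p* = 1.1e-05). DESeq2 did not call *PaLAC1-like* at 1 DAG (adjusted *p* = 0.15). At 7 DAG *PaLAC1-like* was called the other way, 1.48 higher in scion (adjusted *p* = 0.017), a call that DESeq2 did not make (0.17) and that was lost without scion day 7 replicate 1 (1.23) or replicate 3 (1.38) or rootstock day 7 replicate 2 (1.23) or replicate 3 (1.24). The other calls of this paragraph held whichever library was left out. Depth differed on single days (medians of 16881493 reads in scion and 21941200 in rootstock at 3 DAG), but all calls of this paragraph held with libraries thinned to one total. Paralogues that share reads were not examined, and no other technical explanation specific to these genes was tested.

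List medians flagged by direct tests of scion against rootstock were 1.28 for laccases at 3 DAG, 0.693 for PMEs, 1.78 for glucanases and 1.57 for lyases at 1 DAG, and 0.86 for the yellow module at 1 DAG. With genes without counts in a group at their bound they were 0.979, 0.634, 1.78, 1.37 and 0.836. All 5 were called by camera (adjusted *p* = 6.8e-07, 1.6e-05, 4.4e-14, 2.3e-12 and 7.9e-24) and fry. With estimated correlation the laccases were not (0.095), the others were (0.02, 0.00032, 0.0022 and 6.1e-05). The lists come from the study of the same libraries, and genes of a list are not independent. Scaling by library size left their signs as they were (1.38, 0.845, 1.93, 1.69 and 1.01). At 14 DAG the direction was the other one for lyases (−0.315, camera adjusted *p* = 0.002, fry 0.007) and glucanases (−0.171, 0.015 and 0.012), calls that estimated correlation did not keep (0.19 and 0.25).

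Change between days was flagged where the difference from intact plants moved from lower to higher between 1 and 14 DAG. In rootstock it moved by 2.84 for *PaCDKB2;2-like* (adjusted *p* = 2.9e-17), 7.49 for *PaPRX66-like* (adjusted *p* = 5.6e-14) and 3.29 for *PaPME5-like* (adjusted *p* = 1.2e-12). Scion moved the same way, by 2.49 (adjusted *p* = 6.6e-15), 6.51 (adjusted *p* = 1.6e-12) and 2.46 (adjusted *p* = 1.7e-09), so the change is not one of rootstock alone. Intact plants changed over the same days, *PaPRX66-like* by −4.30 at 14 DAG from day 0, so part of the change lies in the reference. The rootstock calls of the 3 genes at 1 and 14 DAG held after thinning, with RLE factors and with library size alone, so depth and scaling do not make them. Other technical explanations were not tested, and recovery after grafting is a biological explanation that was not tested either.

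Genes outside those the paper discusses were flagged because they were called above or below intact plants in all 10 comparisons. MA_10431230g0020 had a mean of 2120 normalized reads in the 30 grafted libraries (76.9 to 5850) and 4.5 in the 18 intact libraries (0 to 13.5). Intact plants had no read of it at 3 and 14 DAG, which gives at least 2650-fold and 431-fold in scion and at least 3850-fold and 597-fold in rootstock. MA_40048g0010 had 158 (51.1 to 246) against 0.171, with 3 reads over all intact libraries. With no intact read at 1, 3 and 7 DAG, its fold was at least 243, 190 and 126 in scion. In rootstock it was at least 159, 170 and 115 on these days. MA_16142g0010 was lower by a mean log2 fold change of −3.9 (−5.85 to −2.46), 10.7 against 186 normalized reads. MA_476450g0010 was lower by −3.43 (−8.62 to −1.33), 696 against 5750, and also fell by 3.48 in intact plants from day 0 to 28 days. Not every call held: that of MA_476450g0010 in rootstock was lost at 7 DAG (−1.33) without rootstock replicate 1 (−1.18, adjusted *p* = 0.054) and at 3 DAG in the fit of only the groups compared (adjusted *p* = 0.055). In that kind of fit MA_10431230g0020 was not called in rootstock at 28 DAG (adjusted *p* = 0.097). RNA of another organism on wounded surfaces is a technical explanation for the first 2 genes that the table of counts cannot test, since only spruce gene models were counted. Depth does not give folds of this size, as library totals span 11511598 to 27687377 reads. No biological explanation was tested.

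MA_16142g0010 and MA_476450g0010 were flagged again between scion and rootstock: 1.63 at 3 DAG (adjusted *p* = 0.0099) and −5.07 at 28 DAG (SE 1.05, adjusted *p* = 0.02). MA_16142g0010 was also called at 7 DAG (1.24, adjusted *p* = 0.0099, lost in 2 leave-one-out fits), and MA_476450g0010 the other way at 1 DAG, 1.23 higher in scion (adjusted *p* = 0.024, lost in 3). All are fragile. The call at 3 DAG was lost in the fit of only the groups compared (adjusted *p* = 0.063) and without scion day 3 replicate 1 (1.34) or rootstock day 3 replicate 1 (1.02), and the call at 28 DAG after thinning (adjusted *p* = 0.06) and in 4 leave-one-out fits (adjusted *p* 0.056 to 0.2, without any 1 of the scion libraries or replicate 1 of rootstock). Scion at 28 DAG had 8 reads of it in 3 libraries.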

How the results depend on the processing

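Settings listed before the data were examined left most results within a set tolerance, called unchanged here. A count is unchanged within 1.5 times its main value, and a correlation if it keeps its sign and its side of 0.3. The tolerance for counts is wide: genes higher in intact plants at 3 days fell from 531 to 366 without replicate 2 of day 0, and count as unchanged. Of 64 summary results, the number unchanged was 61 under DESeq2, 64 with RLE factors, 63 with library size alone, 63 without a filter, 61 with the stricter filter, 64 with replicate blocks, 63 after thinning and 58 in fits of only the groups compared. Over 873 leave-one-out values 843 were unchanged. For named genes 394 of 400 calls were unchanged under DESeq2, 399 with RLE factors, 389 with library size alone, 397 without a filter, 399 with the stricter filter, 398 with replicate blocks, 392 after thinning, 341 of 351 in fits of only the groups compared. Leaving out 1 library left 2323 of 2415 values unchanged, which include connectivity ranks besides calls. No call changed sign. The cause of these changes was not tested.

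Counts: in fits of only the 2 groups compared, genes higher in rootstock at 28 DAG went from 2796 to 1812, genes higher in intact plants at 1 day from 57 to 26, and genes lower at 3 days from 851 to 531. DESeq2 gave 10 genes lower in intact plants at 1 day instead of 26, and 91 lower in scion than rootstock at 28 DAG instead of 51. Leave-one-out ranges were 13 to 62 genes higher and 11 to 26 lower in intact plants at 1 day, 356 to 542 lower in scion than rootstock at 14 DAG, and 2 to 30 higher and 9 to 91 lower at 28 DAG. These small counts are the least settled values here.

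Depth: thinned to the smallest total, the 5 days gave 18860, 13250, 10542, 11718 and 6906 calls in scion and rootstock together. The day with the most calls, 1 DAG, does not rest on depth.

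Scaling: library size alone shifted the median log2 fold change of all genes by up to 0.186 and the share of calls that are higher: in scion from 50.2% to 62.2% at 1 DAG, 56.5% to 68% at 3 DAG, 59.8% to 70.4% at 7 DAG and 59.6% to 71.3% at 14 DAG, in intact plants from 55.1% to 65.9% at 28 days, and between scion and rootstock from 62.7% to 73.4% at 1 DAG, 58.8% to 71% at 7 DAG and 56% to 67.1% at 14 DAG. RLE factors shifted it by at most 0.0423.

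Replicate blocks: pairing replicate numbers of scion and rootstock within days, added after the pairs were seen to deviate together, left all 10 results it was applied to unchanged and changed 1 call of 100 for named genes (*PaWIND1-like* between scion and rootstock at 14 DAG, adjusted *p* from 0.084 to 0.049).

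Components and clusters: PC1 held 30.65% with all genes and 46.9% with log2 CPM, and PC2 27.73% with all genes; leaving out a replicate number gave 45.15% to 46.09% for PC1 and 33.73% to 34.22% for PC2. The cluster with *PaAPL-like* had 1076 to 1738 genes without 1 replicate number, against 2241.

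Graft response against change with age (Pearson across genes, reference values 0.284 and 0.278 in scion at 1 and 3 DAG, 0.279 and 0.302 in rootstock): the stricter filter gave 0.301 and 0.302 in scion, fits of only the groups compared 0.389 and 0.355 in scion and 0.374 in rootstock at 1 DAG, and called genes alone 0.39, 0.385 and 0.364. In rootstock at 3 DAG the value was 0.248 with DESeq2, 0.298 with library size alone, 0.232 without a filter, 0.295 after thinning and 0.264 against intact day 14, with a leave-one-out range of 0.26 to 0.318. Near 0, signs changed: at 7 DAG against intact day 14 the value was −0.0806 in scion and −0.0745 in rootstock, and rootstock at 14 DAG was 0.00308 with the stricter filter and −0.0489 to 0.00306 in leave-one-out fits.

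Hubs: connectivity ranks of *PaPAT1-like* were 1 with power 1, and 7 with power 12 or with grafted and day 0 libraries only.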

Differences from the paper's values

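Genes lower in intact plants at 1 day than at day 0 number 10 in the paper's supplement and 26 here. Of the alternatives set before the data were examined, DESeq2 gave 10, and leaving out intact day 0 replicate 2 (11) or intact day 1 replicate 3 (13) also came within 1.5 times the paper's value. RLE factors (26), library size alone (32), no filter (19), the stricter filter (25), replicate blocks (26), thinning (21), fits of only the groups compared (23) and the other leave-one-out fits (25, 26, 16 and 25) did not.

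Genes tested (called and not called) for intact day 1 against day 0 number 20419 in the paper's supplement and 38436 here. DESeq2, an alternative set before the data were examined, gave 20418; the other alternatives were not compared on this number. In rootstock at 28 DAG DESeq2 gave 41522, while the paper gives 39723 in the source data of Extended Data Fig. 3a and 41523 in those of Fig. 4e. In each of the other comparisons DESeq2 gave 1 gene less than the source data of Extended Data Fig. 3, and whether a header line was counted is not known.

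Normalized reads of *PaCDKB2;2-like* in rootstock at 1 DAG are about 160 in Fig. 3f, read by eye, and 250.3 here. Scaling by library size alone gave 228.2, which falls within 1.5 times the plotted value. Scaling is not the better account of this point: the source data of the figure give the value found here, and another gene model, MA_106416g0010, has 158.5.

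Apart from these, some alternatives moved values away from the paper's where the main analysis did not differ. Fits of only the groups compared gave 1812 genes higher in rootstock at 28 DAG (the paper's 2768), 26 in intact plants at 1 day (the paper's 41) and 386 at 3 days (the paper's 599). Leave-one-out fits gave 13 and 62 at 1 day and 366 at 3 days in intact plants. The cluster with *PaAPL-like* had 1076 genes without replicate 1, against about 1900 in Fig. 3, read by eye.

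The paper describes *PaWIND1-like* as a gene of a scion-specific cluster. Here it was called higher than intact plants in rootstock at 1, 3 and 14 DAG (4.08, 1.97 and 2.85; the call at 3 DAG was lost in 2 leave-one-out fits and the call at 14 DAG in 3) and shared a cluster with *PaWOX13-like*, which the paper places in a cluster of both tissues, under every setting. By the direct test the response was larger in scion, by 2.80 at 3 DAG and 3.57 at 7 DAG.

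The paper states that the yellow module was differentially expressed in scion and rootstock and not in intact plants. Of its 60 transcription factors tested, 35 were called in intact plants against day 0 on at least 1 day, 25 of them higher. These are counts of single genes, while the paper speaks of the module. Mean expression of the 64 listed genes, standardized across libraries, was −0.798 in intact plants at day 0, −0.832 at 7 days and −0.165 at 28 days. Scion reached 1.04 at 14 DAG. Camera with estimated correlation did not call the rise of intact plants at 28 days (adjusted *p* = 0.11). In grafted tissues all 60 were called in at least 1 of the 10 comparisons, 56 of them higher.

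The paper describes *PaVND4-like* as activated after grafting. It was not called higher than intact plants of the same day in any of the 10 comparisons. Settings that call it, in scion at 3 DAG, are library size alone (1.11), without intact day 3 replicate 2 (1.02) and without scion day 3 replicate 1 (1.04). The references differ: the paper's clusters follow grafted tissues over time, and in that sense normalized reads in scion rose from 83.5 at 1 DAG to 656 at 28 DAG, against 172 at day 0. Intact plants reached 481. *PaAPL-like* and *PaPRX66-like* were called from 3 DAG in scion.

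All 5 hub genes are described in the paper as highly up-regulated. *PaPAT1-like* ranked 39 of 60 by its largest log2 fold change and was called in 4 of 10 comparisons, while *PaMYB4-like*, *PaMYB123-like* and *PaLRP1-like* ranked 6, 7 and 13 and *PaWIP4-like* 27. By mean log2 fold change *PaPAT1-like* ranked 35. These ranks rest in part on groups with few or no reads.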

Other observations

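The test of Fig. 3f, the exchanges of labels within replicate pairs, the correlations from separate intact libraries or without shared replicate numbers and those from single libraries were chosen after the values were seen. The other tests of this part were set before they were run, but after the numbers of genes called by DESeq2 on each day had been seen.

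Chance division of the libraries was examined for the 20 comparisons by refitting all 10 splits of each set of 6 libraries. The real split called the most genes in each (1 of 10), for the 10 grafted–intact, the 5 intact and the 5 scion–rootstock comparisons alike. The other splits called 0 genes, except for 2 in intact plants at 1 day and 2 between scion and rootstock at 28 DAG. With 10 splits the smallest possible share is 1 of 10, so the splits alone cannot exclude chance in any of the 20. Simulated scion and rootstock groups without a response had 0 or 1 gene called against intact groups at each day.

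Scion and rootstock responses correlate across genes, and shared intact libraries were one explanation. The lowest correlation of the 5 days was 0.734, above all simulated groups without a response (at most 0.604). The simulated groups do not carry the pairing of replicate numbers seen at 7, 14 and 28 DAG, so this bound is too low for those days. With separate intact libraries for the 2 tissues, the correlation was 0.803 to 0.843 at 1 DAG and 0.465 to 0.667 at 7 DAG, over 6 divisions. With no shared replicate number either, the lowest value of the 5 days was 0.421, at 7 DAG, where shared libraries and pairs alone would give values near 0. Shared libraries and pairs are thus not the whole source of the correlation. How much they raise it was not isolated, since each division also leaves fewer libraries in a group. A common response to wounding stays open as a hypothesis.

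Grafted tissues had the most calls at 1 DAG. After thinning to one depth the sum at 1 DAG was 18860 and still the highest, which argues against library depth.

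From 7 DAG on more genes were called in scion than in rootstock (6911 against 4411, 7104 against 5413, and 4153 against 3551). After thinning the smallest excess of the 3 days was 562, so depth is argued against. At each of these days the real excess (2339, 1576 and 675 in fits of 9 libraries) was the largest of the 10 divisions, the largest other being 870, 1389 and 444. Exchanged within pairs of the same replicate number on these days, labels gave a summed excess as large (4590) in 1 of 256 combinations, the real one itself. That share does not count the choice of the 3 days, since rootstock had more calls at 1 and 3 DAG. Over all 5 days, with days and direction chosen anew in each exchange, 10.5% of combinations reached it, so this sum does not exclude chance. Exchanges that turn round the large differences of 1 and 3 DAG enter that share. Scion minus rootstock calls were −2801 at 1 DAG and −710 at 3 DAG, against at most 1626 and 526 in size in other divisions. The real labels thus gave the largest difference on each of the 5 days, which argues against a chance division of the libraries. The number of calls is also not a distance from intact plants: scion lay closer to them than rootstock did on these days (59.6 against 62.6, 55.7 against 62.7 and 46.5 against 49.2).

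Intact plants moved away from day 0 with time. After thinning, 5431 genes were called at 7 days, so depth does not account for the rise from 1 day. Ageing of the hypocotyl and growth conditions that change with time are confounded here.

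A hypothesis of this work was that the response to grafting runs along the change of intact hypocotyls with age. Across genes, the responses of scion at 1, 3, 7 and 14 DAG correlated with the change from day 0 to day 28 at 0.284, 0.278, 0.0704 and 0.0473, and those of rootstock at 0.279, 0.302, 0.0316 and −0.0182. At 7 and 14 DAG the reference, intact plants of the same day, had already changed from day 0 (5737 and 6088 genes called). That age change is taken out of the response, so the low values on these days cannot decide the hypothesis. Noise alone does not give the values at 1 and 3 DAG: simulated groups without a response reached 0.0215, and single libraries in place of group means gave 0.139 to 0.375 on those days in both tissues. The genes are not independent replicates, and a weak early relation stays open.

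The yellow module was higher in intact plants at 28 days than at day 0: the median log2 fold change was 0.654, or 0.467 with genes without counts in a group at their bound. Fry called it (adjusted *p* = 6.1e-11), and camera with estimated correlation did not (0.11). The medians at 3, 7 and 14 days were 0.00657, −0.00274 and 0.199, so no rise of the median shows before 14 days. A control that only compares with intact plants of the same day removes this part of the change. Whether the rise is part of normal development was not tested.

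The median of laccases lay below intact plants at 1 DAG in both tissues, a fall that camera did not call (adjusted *p* = 0.23 in scion and 0.13 in rootstock, 0.65 and 0.57 with estimated correlation). Fry called it (adjusted *p* = 0.012 in scion and 2e-04 in rootstock). In scion the mean of the laccases was −0.127, with 13 called higher and 25 lower. The highest of their medians under TMM, RLE and library size scaling was −0.592, so scaling between libraries is argued against. Laccases were split in rootstock at 3 DAG, with 10 called higher and 35 lower (median −1.76, camera adjusted *p* = 4.6e-06, fry 2.1e-09, 0.061 with estimated correlation). No biological explanation was tested.

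Of 100 medians of lists in a comparison, placing genes without counts in a group at their bound changed the sign of 1, glucanases in intact plants at 28 days (0.341 to −0.0258), and moved a median by at most 0.76.

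The values plotted for *PaCDKB2;2-like* in Fig. 3f lie away from those of the gene listed under that name, for which 5 of 16 points match within 10%. Its source data do match the values here. Of 70736 gene models, MA_106416g0010 alone lies within 10% of all 16 points, read by eye, with a largest difference of 3.64%. The next closest differs by 23.4% and the listed gene by 56.4%. The plot is consistent with another gene model, a reading found from the same values.

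Of 256 means of 16 genes in the source data, 254 match the values here within 1%. The 2 that differ are *PaWOX13-like* in intact plants at 14 and 28 DAG, where the values of the days are exchanged (23.2 and 31.2 here); Fig. 3g shows the order found here.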
